# Cell-specific image-guided transcriptomics identifies complex injuries caused by ischemic acute kidney injury in mice

**DOI:** 10.1038/s42003-019-0571-7

**Published:** 2019-09-02

**Authors:** Tomoaki Miyazaki, Sina A. Gharib, Yun-Wei A. Hsu, Katherine Xu, Pavlo Khodakivskyi, Akio Kobayashi, Jason Paragas, Alexander D. Klose, Kevin P. Francis, Elena Dubikovskaya, Patrick S. Page-McCaw, Jonathan Barasch, Neal Paragas

**Keywords:** Bioluminescence imaging, Gene expression analysis

## Abstract

The kidney’s inherent complexity has made identifying cell-specific pathways challenging, particularly when temporally associating them with the dynamic pathophysiology of acute kidney injury (AKI). Here, we combine renal cell-specific luciferase reporter mice using a chemoselective luciferin to guide the acquisition of cell-specific transcriptional changes in C57BL/6 background mice. Hydrogen peroxide generation, a common mechanism of tissue damage, was tracked using a peroxy-caged-luciferin to identify optimum time points for immunoprecipitation of labeled ribosomes for RNA-sequencing. Together, these tools revealed a profound impact of AKI on mitochondrial pathways in the collecting duct. In fact, targeting the mitochondria with an antioxidant, ameliorated not only hydrogen peroxide generation, but also significantly reduced oxidative stress and the expression of the AKI biomarker, LCN2. This integrative approach of coupling physiological imaging with transcriptomics and drug testing revealed how the collecting duct responds to AKI and opens new venues for cell-specific predictive monitoring and treatment.

## Abstract (web summary)

Miyazaki, Gharib, Hsu et al. use a combined cell-specific luciferase reporter system and chemo-selective substrate to identify mouse tissues at risk of renal injury. The platform can be used to identify cell-specific pathophysiological events and transcriptional changes, finding potential therapeutic targets.

## Introduction

In highly heterogenous organs such as the kidney, associating pathophysiological changes such as generation of reactive oxygen species (ROS) with transcriptional signals at the cell-type level are challenging, if not impossible. Furthermore, monitoring these pathophysiological intercellular changes non-invasively and longitudinally has not been shown in the kidney. Here we present a coupled cell-specific image-guided transcriptomics approach to visualize ROS generation and associate it with gene expression changes in the injured kidney.

In vivo methods for optically monitoring cell-specific or temporal changes in reactive oxygen species (ROS) have been previously described in transplanted tissues^1^; however, none with a cell-specific approach within the heterogeneous structures of the kidney. Standard methods for quantifying oxidative stress has required serial sacrifice and measurement of lipid peroxidation or byproducts such as malondialdehyde (MDA)^2^. In addition, DNA/RNA damage, hydrogen peroxide (H_2_O_2_) and nitric oxide levels, as well as changes in antioxidants such as glutathione and catalase, have been measured ex vivo to assess oxidative stress. However, each of these methods is static and provides only cross-sectional assessments of oxidative stress without cell specificity.

The unmet need to identify and map damage to different types of epithelia within the nephron stems from our inadequate understanding of the diverse causes and cellular responses to acute changes in kidney function, currently lumped together under the umbrella term of acute kidney injury (AKI)^3–5^. The kidney is derived from the ureteric bud and the metanephrogenic mesenchyme; these two progenitor cell populations differentiate into more than 26 different cell types in the adult kidney^6^.

One common and essential mechanism for many types of AKI is unhindered activation of oxidative stress programs. Oxidative stress is generally a result of the cessation and subsequent reperfusion of renal blood flow leading to the generation of ROS. Excessive ROS can cause lipid peroxidation, DNA damage, inactivation of antioxidants, and cytoskeleton reorganization, which leads to inflammation, fibrosis and eventually the irreversible condition of end stage renal disease (ESRD)^7^. Oxidative stress can be induced by ischemia-reperfusion injury (IRI), shock, sepsis, surgery and the administration of imaging contrast or other nephrotoxic agents^8,9^. However, these processes have eluded targeted analysis because of the paucity of effective methods to visualize the sites of damage.

Here, we report the generation of a group of cell-specific transgenic luciferase reporter mice to longitudinally monitor H_2_O_2_ generation after kidney IRI. We quantified oxidative stress in a non-invasive, tissue-specific manner using bioluminescence as a readout to identify the optimal time point for cell-specific transcriptional analyses. We found that ischemia-reperfusion induced oxidative stress generation in different segments of the kidney but with different timing and dose sensitivity, a finding that sheds light on a long-standing debate concerning the relative responses of different kidney segments. Biomarkers of oxidative stress damage were significantly reduced following pretreatment with an antioxidant that moderated the ischemic injury in vivo. In sum, the ability to dynamically monitor cell-specific ROS generation and use it to pinpoint the optimum time for cell-specific transcriptional interrogation in animal models of human kidney disease provides a unique opportunity to understand the impact of different forms of AKI on the different cell types of the kidney. Most importantly, this coupled approach that exploits a cell-specific luciferase reporter with a chemoselective luciferin to guide time- and cell-specific RNA-isolation and transcriptional analysis can be applied to many other mouse models of human disease.

## Results

### Non-invasive cell-specific imaging of kidney cells

In order to image ROS generation following kidney injury, we generated both global luciferase and tissue-specific reporters—the glomerulus (Podocin promoter), the proximal tubule (Slc34a1 promoter), and the collecting duct (HoxB7 promoter) (Fig. 1a). Activation of the firefly *luciferase* (*luc*) gene required Cre-mediated recombination of a loxP-flanked STOP fragment intercalated between the *luc* sequence and the *Gt(ROSA)26Sor* promoter^10^ (Fig. 1b) by the following Cre-recombinase mice: *EIIa-Cre*, with Cre-recombinase expression in every cell-type; Pod-Cre, with Cre-recombinase expression in podocin-positive glomerular cells under the control of the human *NPHS2* gene, to make *Pod*^*R26Luc/+*^; Slc34a1-Cre, with Cre-recombinase expression in S1 and S2 segments of the proximal tubule cells, to make to make *Slc34a1*^*R26Luc/+*^; and HoxB7-Cre, with Cre-recombinase expression in mesonephric duct and its derivatives, which includes the collecting duct and ureteral epithelia, to make *HoxB7*^*R26Luc/+*^ (Fig. 1a–c and Supplementary Table 1)^11–14^. Bioluminescence emanating from these specific reporter cells was captured in vivo by an optical imaging system (IVIS Spectrum, PerkinElmer) and interpreted using Living-Image (PerkinElmer) and InVivoAX (InVivo Analytics) software. Recombination was confirmed in *EIIa*^*R26Luc/+*^, *Pod*^*R26Luc/+*^, *Slc34a1*^*R26Luc/+*^, and *HoxB7*^*R26Luc/+*^ luciferase reporter mice by imaging luciferase activity with a saturating dose of D-Luciferin (150 mg/kg: Supplementary Figs. 1–4, Supplementary Movies 1–3)^15^. Kidney-specific luciferase reporter activity was confirmed using bioluminescent tomographic reconstruction and alignment to the digital mouse atlas (InVivoPLOT)^16^. Luciferase reporter mice illuminated the expected expression domains in the kidney including the entire kidney (*EIIa*-promoter) (Supplementary Fig. 4a), and specific segments of the nephron (*HoxB7*, *Slc34a1*, and *Podocin* promoters; Supplementary Figs. 1–3) using D-luciferin (150 mg/kg).

**Fig. 1:**
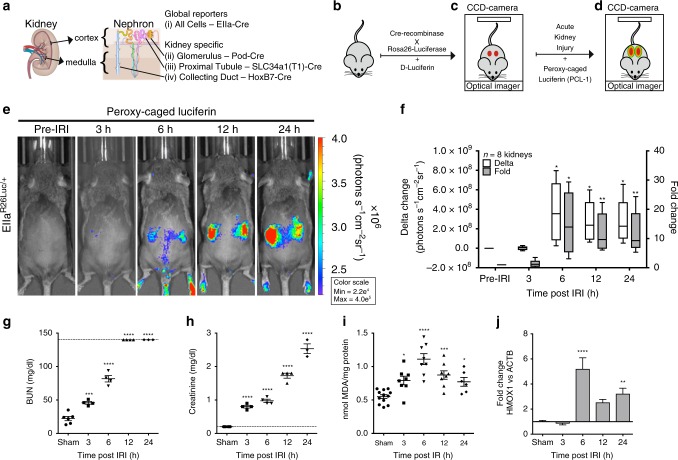
Non-invasive monitoring of oxidative stress using nephron segment specific luciferase reporter mice. **a** Global luciferase reporter animal, *EIIa*^*R26Luc/+*^. Glomerular luciferase reporter animal, *Pod*^*R26Luc/+*^. Proximal tubule (S1/S2) reporter animal, *Slc34a1*^*R26Luc/+*^. Collecting duct luciferase reporter animal, *HoxB7*^*R26Luc/+*^. Images created by Kate Sweeney. **b** Cre-mediated Rosa26-luciferase reporter animals were generated by breeding R26-luciferase reporter mice with tissue-specific Cre-recombinase mice. **c** Luciferase reporter activity was confirmed by injection of D-luciferin (150 mg/kg). **d** Luciferase reporter mice were challenged with IRI and ROS (H_2_O_2_) activity was non-invasively monitored with an optical imaging system which detected H_2_O_2_ activated caged-luciferin probe, PC-Luciferin. **e** *EIIa*^*R26Luc/+*^ mice were challenged with 30 min of bilateral IRI and monitored with PC-Luciferin over 24 h (*n* *=* 8; representative longitudinal image of one animal). **f** Delta and fold change of kidney PC-Luciferin (10 mg/kg) signal from ROIs drawn over kidneys with pre-IRI signal used as the denominator for the entire time course. **g**, **h** Blood parameters of C57BL/6 mice challenged with 30 min of bilateral IRI acquired with clinical blood analyzer. **g** Blood urea nitrogen (BUN) and **h** serum creatinine (sCr) significantly increased 3, 6, 12, and 24 h after IRI compared with sham animals. Line indicates the limits of detection of the BUN and sCr assay (140 mg/dl and 0.2 mg/dl, respectively; *n* *=* 6 mice for sham, *n* *=* 4 for 3, 6, and 12 h and *n* *=* 3 for 24 h after IRI). **i** Whole kidney levels of malondialdehyde (MDA), a naturally occurring product of lipid peroxidation, increased significantly 3–12 h after IRI compared with sham animals (*n* = 12 kidneys for sham, *n* = 8 kidneys for 3, 6, and 12 h and *n* *=* 6 for 24 h after IRI). **j** Matched qPCR shows Hmox1, involved in heme degradation, was significantly upregulated at 6 h. qPCR: *n* = 10 kidneys for sham, *n* = 8 kidneys for 3, 6, and 12 h after IRI, and *n* = 6 kidneys for 24 h after IRI. All data: *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001 vs. sham

### Longitudinal progression of oxidative stress in injured kidney

To simulate AKI in a manner consistent with clinical settings, we challenged conditional luciferase reporter mice with bilateral IRI to induce ROS^17^. Either 30 min of bilateral IRI or sham surgery was used in order to reproduce previous studies where AKI caused significant oxidative stress related injury, previously measured ex vivo^18^. A modified version of a H_2_O_2_ reporter caged-luciferin, called peroxy-caged luciferin (PC-Luciferin), was used to quantify Cre dependent, cell-specific, H_2_O_2_ generation (Supplementary Fig. 5)^1^. Chemical caging of firefly luciferin with alkyl group (selectively cleavable) prevents production of light from luciferin/luciferase reaction. As the result, no light is produced in the absence of a cleaving agent, H_2_O_2_. PC-Luciferin, unlike free D-Luciferin, is incapable of undergoing the luciferin/luciferase reaction unless first hydrolyzed by H_2_O_2_; hence, PC-Luciferin selectively detects H_2_O_2_ production in a concentration-dependent manner^1^.

To longitudinally and repetitively monitor ROS in vivo with a non-invasive and cell-specific method, we repetitively collected whole body optical images from the same reporter mouse 3, 6, 12, and 24 h after IRI using PC-luciferin (10 mg/kg) to map spatiotemporal H_2_O_2_ expression. The global luciferase reporter mouse, *EIIa*^*R26Luc/+*^, revealed a significant increase in H_2_O_2_ reporter activity in both kidneys 6 h (fold change: *P* = 0.0175) after IRI challenge (Fig. 1e, f). The *EIIa*^*R26Luc/+*^ luciferase-luciferin signal was not significantly modulated by the injury (Supplementary Fig. 4b, c); therefore, in this model the caged-luciferin activity is not impaired by changes in luciferase enzymatic activity.

In order to determine whether the time course of oxidative stress was associated with classical markers of AKI we obtained sequential in vivo measurements of oxidative stress with concomitant measurements of tissue markers of lipid peroxidation (LPOs) at 3, 6, 12, and 24 h after IRI. Blood parameters were analyzed using a handheld clinical analyzer (Fig. 1g, h and Supplementary Table 2). To calibrate our in vivo measurements against established markers of IRI-AKI, excised kidneys were bisected and one half was processed for MDA (Fig. 1i and Supplementary Table 3) while total RNA was extracted from the other. Consistent with previous studies, IRI of the kidney resulted in significant increase in blood urea nitrogen (BUN: *P* < 0.001), serum creatinine (sCr: *P* < 0.0001), and LPOs (*P* < 0.05) over the 24 h period post injury (Fig. 1g–i)^18^. In vivo measures of *EIIa*^*R26Luc/+*^ PC-luciferin activity were in agreement with MDA levels, at 6 h after IRI (Fig. 1e, f, i). Hmox1, a gene induced by oxidative damage and a potential antioxidant, trended with MDA levels and the caged PC-Luciferin yield, indicating that peak oxidative stress occurred at 6 h in this model^19,20^. In sum, we demonstrated consistent associations between PC-Luciferin and classical markers of oxidation.

### Collecting duct is a dominant source of ROS following AKI

An expression pattern similar to *EIIa*^*R26Luc/+*^ PC-luciferin (global) activity was found when *HoxB7*^*R26Luc/+*^ PC-luciferin (collecting duct) reporter mouse was challenged with IRI for 30 min (Fig. 2a, b). *HoxB7*^*R26Luc/+*^ showed a robust total change in photon emission (>10^6^ photons s^−1^ cm^−2^ sr^−1^) from baseline and a 61.2 ± 17.7 mean fold change (*P* = 0.0249) at the 6 h time point. Lcn2 (Fig. 2c), a medullary kidney injury biomarker and iron scavenger^15^, mirrored the ROS activity at this time point by being significantly elevated at 6 h (287-fold: *P* = 0.0114), which was consistent with our previous findings^15^. A new marker of kidney stress derived from the kidney medulla, Tacstd2^21^, was also significantly elevated (*P* *<* 0.05) in a dose-dependent manner (Fig. 2d). A time course of expression (Fig. 2e–f and Supplementary Table 4) confirmed a rapid genetic response to oxidative damage. Inflammatory cytokines Il1a, Il1b, and Il6, known to be induced by TNFa^22^ and hypoxia^23^ in ischemic renal injury, also peaked early. Egf, a candidate kidney injury biomarker, was significantly downregulated (*P* < 0.05) as observed clinically in patients with AKI and CKD. With a lower dose of IRI (15 min), collecting duct Lcn2 was activated only 39.9-fold, and ROS generation was restricted without a significant change in H_2_O_2_ reporter activity (Fig. 2i, j) or in LPOs generation^17^. These data imply that the collecting duct has a robust system of ROS scavenging, but these cells are still activated at lower doses of injury.

**Fig. 2:**
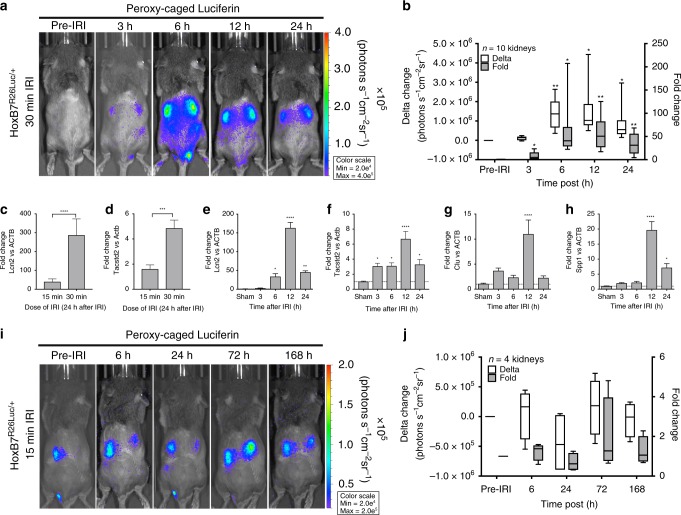
Collecting duct-specific H_2_O_2_ generation requires high dose of IRI. Intracellular H_2_O_2_ flux is reported by the production of light from the enzymatic reaction of luciferase and D-Luciferin the end product from the enzymatic reaction of PC-luciferin with H_2_O_2_. **a** Longitudinal time course of collecting duct luciferase reporter (*HoxB7*^*R26Luc/+*^) mouse (representative) with images acquired pre-IRI, and 3, 6, 12, and 24 h after IRI. **b** PC-Luciferin signal fold and absolute signal change (photons s^−1^ cm^−2^ sr^−1^) compared with pre-IRI levels from ROIs drawn over kidneys (*n* = 10). **c**, **d** Medullary kidney injury marker, Lcn2, was measured by real-time PCR from whole kidney total RNA, and **d** Tacstd2, a novel collecting duct injury marker increased expression after 15 min and 30 min of IRI in a dose-responsive fashion. **e** *Lcn2* and was significantly upregulated 6–24 h after reperfusion. **f** *Tacstd2* was significantly upregulated 3–24 h after IRI. **g**, **h** Additional distal injury markers, *Clu* and *Spp1*, showed significant elevations 12 h post injury. qPCR: *n* = 10 kidneys for sham, *n* = 8 kidneys for 3, 6, and 12 h after IRI, and *n* = 6 kidneys for 24 h after IRI. **i**, **j** Fifteen minutes of IRI does not induce a significant change in H_2_O_2_ activity. All data: *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001 vs. sham

### Differential ROS generation in the nephron

In comparison to the collecting ducts, proximal tubule *Slc34a1*-Cre H_2_O_2_ dependent bioluminescence was delayed, and only significantly (*P* < 0.05) visible at 12 and 24 h following 30 min of IRI. Nor did it correlate with peak LPO signal. Furthermore, the proximal nephron H_2_O_2_ bioluminescent signal was a log order of magnitude less than the collecting duct even at its peak (Fig. 3a, b). The *Pod*^*R26Luc/+*^ mice also produced significant (*P* < 0.05) ROS-induced luciferase signal in the glomerular compartment, however, at a much smaller delta change in photon emission and overall fold change (Supplementary Fig. 6a, b). These results were unexpected since the proximal tubule comprises the majority of kidney epithelia and baseline reporter activity was comparable in each reporter demonstrating that this result is specific to the peroxide reaction, not luciferase expression (Supplementary Figs. 1–3). The limited response of the glomeruli was consistent with histological evidence that glomerular epithelia have limited gene responsiveness and evident injury in AKI and consistent with the limited response of the proximal tubules^20,21^ after 30 min of IRI. In addition, baseline luciferase activity (D-luciferin), which we monitored immediately after each PC-luciferin imaging session, was not significantly changed from baseline, suggesting that the IRI procedure did not impair luciferase reporter activity (Supplementary Fig. 4). Perhaps the limited H_2_O_2_ reporter activity in the proximal tubule was due to antioxidant scavenging activities which rapidly clear the ROS burden. Alternatively and most likely, enhanced sensitivity of this segment to hypoxic stress might render the cells either quiescent or apoptotic. To test the latter possibility, we examined the kidney at a reduced ischemic dose of 15 min IRI, monitored for a period of 7 days to observe recovery, and found a more rapid increase in H_2_O_2_ reporter activity in the proximal tubule (Fig. 3c, d). Expression of the proximal tubule injury biomarker *Kim1* (Fig. 3f) was upregulated 95-fold at 15 min post IRI, while 30 min of IRI resulted in 35-fold increase, which mirrored the *Slc34a1*-Luciferase H_2_O_2_ reporter findings of 4.6 × 10^6^ change in photons versus 7.2 × 10^5^ change at 24 h, respectively. A time course of proximal tubule kidney injury after 30 min of IRI with biomarkers such as Krt20 and Kim1^21,24^ demonstrated significant (*P* < 0.05) induction at 12 h after injury, consistent with the time course of expression of *Slc34a1*-Cre dependent luciferase (*Slc34a1*^*R26Luc/+*^) in the proximal tubule (Fig. 3b, g, h and Supplementary Table 4). The gene expression data indicate a significant (*P* < 0.05) activation of this compartment at 12 h after IRI, which mirrored H_2_O_2_ reporter activity, although substantially less than that generated by the collecting duct with 30 min of IRI.

**Fig. 3:**
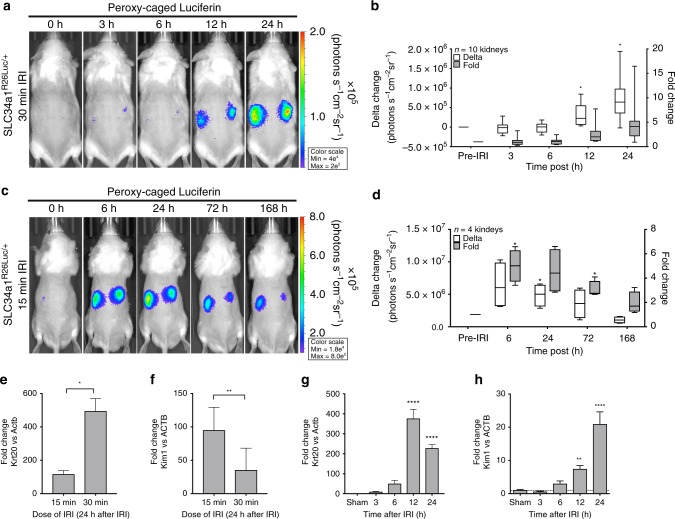
Proximal tubule-specific H_2_O_2_ generation requires low dose of IRI. **a**, **b** The proximal tubule luciferase reporter (*Slc34a1*^R26Luc/+^) significantly increased in absolute signal change (photons s^−1^ cm^−2^ sr^−1^) compared with pre-IRI levels from ROIs drawn over kidneys 12 and 24 h after 30 min of IRI. **c**, **d** 15 min of IRI induces a significant change in H_2_O_2_ activity beginning at 6 h after IRI and resolving after 168 h. **e** Krt20, a mixed proximal and intercalated cell marker, was significantly upregulated in after 15 and 30 min IRI in a dose-dependent manner, confirming a graded cortical injury. **f** However, pure proximal tubule injury marker, Kim1, expression was higher at a lower (15 min) than a higher dose (30 min) of IRI. Indicating Krt20 expression biased by activation collecting duct cell population. With 30 min of IRI, both **g** Krt20 **h** Kim1 significantly increased 12-24 h post ischemia, mirroring the H_2_O_2_ reporter activity in the proximal tubule. qPCR: *n* = 10 kidneys for sham, *n* = 8 kidneys for 3, 6, and 12 h after IRI, and *n* = 6 kidneys for 24 h after IRI. All data: *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001 vs. sham

In sum, by longitudinal monitoring of cell-specific oxidative stress in real-time, we demonstrated that the collecting duct is a particularly prominent and specific site of ROS generation. The response of the collecting duct differs in both timing and dose dependence to that of the proximal tubule. Our real-time ROS imaging data are consistent in timing with tissue-specific biomarkers (e.g., Lcn2, Krt20, and Kim1) and are in agreement with classical markers of cellular injury (sCr, BUN, and MDA).

### Transcriptional mapping of collecting duct after kidney IRI

We were surprised by the prominent expression of oxidative stress by the collecting duct. In order to examine its mechanisms, we determined whether H_2_O_2_ imaging overlapped spatiotemporally with nascent gene expression (Fig. 4). Mice with collecting duct ribosome-tagged mRNA were generated by breeding Hoxb7-Cre with *Gt(ROSA)26Sor-mCherry-Rpl10a* (RiboTRAP) mice (Supplementary Fig. 7) and these *HoxB7*^*RPL/+*^ offspring were challenged with 30 min IRI (Fig. 4a, b). Kidneys were collected 9 h after injury which followed the peak of the H_2_O_2_ collecting duct signal. At this time point the injury induced transcriptional response^25^ is robust and serum creatinine (1.1 mg/dL) and tissue parameters (kidney injury biomarkers LCN2/KIM1) have confirmed initiation of injury. To confirm that the RiboTRAP system is specific for collecting duct we analyzed expression of *Aqp2* which is expressed specifically in the principal cells of the collecting duct. Aqp2 was enhanced by 18 ± 2.8-fold in pulldown of RiboTRAP mRNA compared with whole kidney RNA extract. RNA from four sham and four IRI HoxB7^RPL/+^ mice were isolated by magnetic immunoprecipitation (Fig. 4c–f) and sequenced with a HiSeq system (Illumina). 

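RiboTRAP RNA is RNA bound to ribosomes that carry a tagged Rpl10a protein, here in cells with a history of HoxB7-Cre, the lineage of the collecting duct. Aqp2, the water channel of principal cells, had the highest count in every sham library. In sham, 14 summed markers of principal cells reached 14415 ± 1720 CPM and 17 of intercalated cells 6287 ± 480.1 CPM. The 27 markers of the proximal tubule, an epithelium outside that lineage, reached 12329 ± 1719 CPM in the same libraries. Such sums grow with the length of a list and with its most abundant genes. They do not compare amounts of RNA between cell types. In the paper's qPCR, KIM1 was diminished in the pulldown against total kidney RNA. Hoxb7 itself was at 25.8 ± 5.40 CPM after IRI and 42.9 ± 3.90 CPM in sham (log2 fold change -0.73, standard error 0.14, edgeR adjusted p = 0.00192).

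The libraries came from 4 mice with 30 min of ischemia, whose kidneys were taken 9 h later, and from 4 sham mice. The authors aligned the reads to the mouse build mm10 with TopHat2 2.1.1 and deposited raw counts per gene symbol from HTSeq. Counts in genes were 27496808, 13518005, 17223554 and 22625170 in IRI replicates 1 to 4, and 25666169, 26220989, 29285812 and 25210299 in sham replicates 1 to 4. Reads with no unique alignment, which enter no gene, made up 29.5% to 34.3% of all counted lines after IRI and 20.9% to 22.8% in sham (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 mice against 4 allow).

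The counts were scaled by TMM in edgeR. The 14606 genes of 24421 that passed filterByExpr were tested with the quasi-likelihood test, with Benjamini-Hochberg adjustment and a threshold of 0.01. CPM values are scaled by TMM and given as mean ± SD over n = 4 mice per group, and standard errors are from limma-voom. Gene lists were fixed before the data were examined. A list was called by a one-sided Fisher's exact test, adjusted over all lists and both directions. Positions are in GRCm38, the assembly of mm10. The animal numbers fall in a low series, with 3 IRI and 1 sham mouse, and a high series, with 1 IRI mouse and 3 sham mice, so values with the series as a covariate are given where they differ. The strand setting of the counting is not given in the sources used here, so overlapping genes cannot be told apart.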

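Among the genes with the largest rise after IRI was Vgf, a neuropeptide precursor, 507-fold higher (log2 fold change 8.99, standard error 0.89, edgeR adjusted p = 1.5e-05). Sprr2f, a small proline-rich epithelial protein, was 412-fold higher (log2 fold change 8.69, standard error 0.69, edgeR adjusted p = 1.7e-06). Lif, a cytokine of the interleukin-6 family, rose 320.1-fold (log2 fold change 8.32, standard error 0.52, edgeR adjusted p = 9.3e-07). Grp, Krt17, Ch25h, Csf3 and Cxcl2 rose between 80.4- and 192-fold. Kcnj1, the apical potassium channel of principal cells, fell 19.6-fold, from 1340.3 ± 159 CPM in sham to 68.3 ± 22.4 CPM (log2 fold change -4.30, standard error 0.23, edgeR adjusted p = 1.7e-06). Apela, a peptide ligand of the apelin receptor, fell 46.2-fold and Avpr2, the vasopressin receptor, 15.5-fold. Of their exons, 29.6% and 81.3% overlap other genes. Adamts16, Panct2, Rec8, Serpina1f and Tmem52b fell between 19.8- and 26.9-fold. Trim61 and Meox2, with 11 and 12 counts in all IRI libraries together, fell 89.5- and 82.8-fold.

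In all, 7262 of 14606 tested genes changed, 3667 higher and 3595 lower, and 3579 of them changed at least 2-fold (edgeR's quasi-likelihood test). In 8563 of the 14606 tested genes (58.6%), every IRI mouse lay on the same side of every sham mouse, against 2.86% of genes expected by chance. Scaling by total counts gave 2784 higher and 4912 lower genes, with a shift of -0.19 in the log2 fold change of the median gene. Upper quartile factors gave 3092 higher and 4393 lower genes, with a shift of -0.12. Adding the animal number series as a covariate left 6166 changed genes, 3133 higher and 3033 lower. Without sham replicate 3 the fold of Vgf was 1110, without sham replicate 1 that of Sprr2f was 641, and without IRI replicate 2 Meox2 was 205-fold lower. By the shrunken fold changes of DESeq2, Vgf, Sprr2f and Csf3 were 75.7-, 209- and 53.9-fold higher and Meox2 20.2-fold lower.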

We observed profound transcriptional changes in the collecting duct in response to ischemic injury with almost 8000 differentially up- and downregulated genes between IRI vs. sham HoxB7^+^ populations (FDR < 0.01) (Fig. 4g, h). 

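Hspa1b, an inducible Hsp70 chaperone on chromosome 17 from 34956436 to 34959238, was at 1572 ± 514 CPM after IRI and 353 ± 61.8 CPM in sham (log2 fold change 2.15, standard error 0.22, edgeR adjusted p = 5.4e-05). Reads that align equally to its near-identical neighbour Hspa1a have no unique alignment and enter no gene. Hmox1, heme oxygenase 1 on chromosome 8 from 75093621 to 75100589, was at 169.8 ± 53.9 CPM after IRI and 39.1 ± 29.5 CPM in sham (log2 fold change 2.12, standard error 0.42, edgeR adjusted p = 0.00281). Il1b, on chromosome 2 from 129364570 to 129371139, was 13.4-fold higher (log2 fold change 3.75, standard error 0.47, edgeR adjusted p = 2.8e-05). Il6, on chromosome 5 from 30013114 to 30019981, had 114 to 321 counts per IRI library and 0 to 2 per sham library (log2 fold change 8.19, standard error 1.05, edgeR adjusted p = 1.3e-05). With library sizes taken into account, its summed counts give a ratio of 308, with an exact 95% counting interval of 119.9 to 1133 that covers counting error only.

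Of the 18 tested genes of heat shock and chaperones, 11 were higher and 1 was lower (11 and 3 adjusted over the list alone), with 2 lower without IRI replicate 2 or sham replicate 3. These genes were over-represented among higher ones (one-sided Fisher's exact test, adjusted p = 0.00718, and in camera adjusted p = 0.443 with an estimated correlation). The heat shock list holds Hspa1b, which the study named from these libraries. Hspb1, Hsp90aa1 and the mitochondrial chaperone Hspd1 rose 5.46-, 4.74- and 2.73-fold, and Hspa4l fell 1.87-fold. Of the 38 tested genes of inflammation, 36 were higher and none was lower (36 and 0 adjusted over the list alone). Inflammation genes were over-represented among higher ones (one-sided Fisher's exact test, adjusted p = 7.4e-18, and in camera adjusted p = 0.111 with an estimated correlation). The inflammation list holds Il1b and Il6, which the study named from these libraries. Il11 rose 71.3-fold and Socs3, a feedback inhibitor of cytokine signaling, 55.6-fold. Il18, which did not pass the threshold of 0.01, was 1.53-fold lower (edgeR adjusted p = 0.0462). Beside these genes, summed neutrophil markers stood at 142 ± 64.1 CPM after IRI and 5.87 ± 1.22 CPM in sham. Of the 22 tested targets of NRF2, a regulator of oxidant defense, 12 were higher and 2 were lower (14 and 2 adjusted over the list alone), with 1 lower without IRI replicate 2 or sham replicate 2. The NRF2 list was not called (one-sided Fisher's exact test, adjusted p = 0.0146, and in camera adjusted p = 0.257 with an estimated correlation). Slc7a11, Srxn1 and Txnrd1 rose 21.8-, 6.02- and 4.69-fold, and Gstm1 fell 2.22-fold. Of the 21 tested genes of the hypoxia response, 7 were higher and 1 was lower (6 and 1 adjusted over the list alone). That list was not called (one-sided Fisher's exact test, adjusted p = 0.705). Hk2, the inducible hexokinase, rose 26.2-fold and Pdk1 fell 2.06-fold.

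The call of Hmox1 was lost without sham replicate 1 (edgeR adjusted p = 0.0103), without sham replicate 4 (0.0105) and with the animal number series as a covariate (0.0198), and its fold was 6.92 without sham replicate 3. The fold of Il6 was 191 with that covariate and 113 by the shrunken fold changes of DESeq2. The NRF2 list was called with DESeq2's size factors (0.00119), with no filter on low counts (0.00114), with the stricter filter (0.00148), with DESeq2 (9.1e-04), with limma-voom (0.00413), without IRI replicate 2 (0.00211), without sham replicate 2 (0.00403) and without sham replicate 3 (0.00464).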

Consistent with our previous observations, hypoxia inducible genes *Hspa1b* (4.4-fold) and *Hmox1* were upregulated (4.2-fold) along with the pro-inflammatory cytokines *Il1b* and *Il6* (12- and 190-fold). 

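Of the 28 tested genes of profibrotic function, 18 were higher and 1 was lower (19 and 2 adjusted over the list alone). They were over-represented among higher genes (one-sided Fisher's exact test, adjusted p = 1.3e-04, and in camera adjusted p = 0.257 with an estimated correlation). Cyr61 and Ctgf, matricellular proteins, rose 29.3-fold (log2 fold change 4.87, standard error 0.26, edgeR adjusted p = 2.8e-06) and 7.02-fold (log2 fold change 2.81, standard error 0.13, edgeR adjusted p = 1.3e-06), and 23.2% of the exons of Ctgf overlap another gene. Itgb6 and Itgav, whose integrin activates latent transforming growth factor, rose 4.48- and 2.88-fold. The list holds Rasal1, Tgfb1 and Fgf2, which the study named from these libraries, so it is not independent evidence of its direction. Markers of fibroblasts and pericytes summed to 785 ± 623 CPM after IRI and 342 ± 67.2 CPM in sham, and IRI replicate 2 alone reached 1700.2 CPM.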

Interestingly, profibrotic genes were also modulated. 

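Rasal1 encodes a GTPase-activating protein that limits Ras signaling and lies on chromosome 5 from 120648812 to 120679597. It was at 5.57 ± 2.46 CPM after IRI and 26.3 ± 6.21 CPM in sham, which is 4.64-fold lower after IRI (log2 fold change -2.21, standard error 0.34, edgeR adjusted p = 2.5e-04). Every IRI mouse lay below every sham mouse.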

*Rasal1* was downregulated 4.4-fold following IRI, consistent with the observation of RASAL1 hypermethylation leading to prolonged fibroblast activation and fibrogenesis after iAKI^26^. 

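Tgfb1, on chromosome 7 from 25687002 to 25705077, was at 50.0 ± 8.86 CPM after IRI and 12.3 ± 3.09 CPM in sham and so 4.06-fold higher (log2 fold change 2.02, standard error 0.18, edgeR adjusted p = 2.3e-05). Fgf2, on chromosome 3 from 37348346 to 37410108, was 10.1-fold higher (log2 fold change 3.34, standard error 0.44, edgeR adjusted p = 7.9e-05) at low abundance, with 33 to 46 counts per IRI library and 4 to 9 per sham library.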

Tgfβ1 and Fgf2^27^ were upregulated by 4.0-fold and 9.5-fold, respectively, both of which can induce fibroblast activation in vivo^28^. In addition, S100A9, a cytoplasmic Ca binding protein, was also upregulated 35-fold in response to ischemia. 

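S100a9, on chromosome 3 from 90692632 to 90695721, is abundant in neutrophils and was at 36.3 ± 18.4 CPM after IRI and 0.874 ± 0.439 CPM in sham, 40.5-fold higher (log2 fold change 5.34, standard error 0.77, edgeR adjusted p = 1.8e-05). Of the 13 tested genes of the neutrophil lineage, 12 were higher and none was lower (12 and 0 adjusted over the list alone). This list was over-represented among higher genes (one-sided Fisher's exact test, adjusted p = 6.5e-06, and in camera adjusted p = 0.275 with an estimated correlation), and it holds S100a9, which the study named from these libraries. Cxcr2 and Retnlg, which mark that lineage, rose 33.6-fold (log2 fold change 5.07, standard error 0.71, edgeR adjusted p = 1.6e-05) and 37.5-fold (log2 fold change 5.23, standard error 0.57, edgeR adjusted p = 8.8e-06). Of the 17 tested genes of macrophages and monocytes, 8 were higher and none was lower (8 and 0 adjusted over the list alone). The macrophage list was not called (one-sided Fisher's exact test, adjusted p = 0.157, and in camera adjusted p = 0.631 with an estimated correlation) and summed to 362 ± 42.4 CPM after IRI and 149 ± 33.3 CPM in sham. Cd68 rose 5.39-fold, and Itgam 6.37-fold with 68.7% of its exons overlapping another gene. The macrophage list was called with DESeq2 (0.00948) and without IRI replicate 1 (7.3e-04). Its count of higher genes was 12 without IRI replicate 1, 4 without IRI replicate 2, 4 without IRI replicate 3, 5 without sham replicate 1, 4 without sham replicate 2 and 4 without sham replicate 3.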

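Lcn2, a siderophore-binding protein of the injured distal nephron, lies on chromosome 2 from 32384633 to 32388252 and was at 912 ± 126 CPM after IRI and 39.8 ± 9.95 CPM in sham (log2 fold change 4.52, standard error 0.21, edgeR adjusted p = 9.6e-07). Krt20, a keratin on chromosome 11 from 99428403 to 99438150, was 12.2-fold higher (log2 fold change 3.61, standard error 0.53, edgeR adjusted p = 1.2e-04). Clu, or clusterin, on chromosome 14 from 65968483 to 65981547, was 6.97-fold higher (log2 fold change 2.80, standard error 0.25, edgeR adjusted p = 2.5e-05). Spp1, or osteopontin, on chromosome 5 from 104435118 to 104441050, was 2.88-fold higher (log2 fold change 1.53, standard error 0.26, edgeR adjusted p = 0.00143). Havcr1, which encodes KIM1 of the injured proximal tubule, was 16.1-fold higher (log2 fold change 4.01, standard error 0.60, edgeR adjusted p = 1.4e-04) at 3 to 29 counts per sham library. Of the 24 tested genes of kidney injury, 22 were higher and none was lower (22 and 0 adjusted over the list alone). The injury list was over-represented among higher genes (one-sided Fisher's exact test, adjusted p = 2.7e-10, and in camera adjusted p = 0.111 with an estimated correlation). The study named 5 of its genes from these libraries, so the list is not independent evidence of its direction. With the animal number series as a covariate the fold of Krt20 was 7.19.

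**Figure D1:**
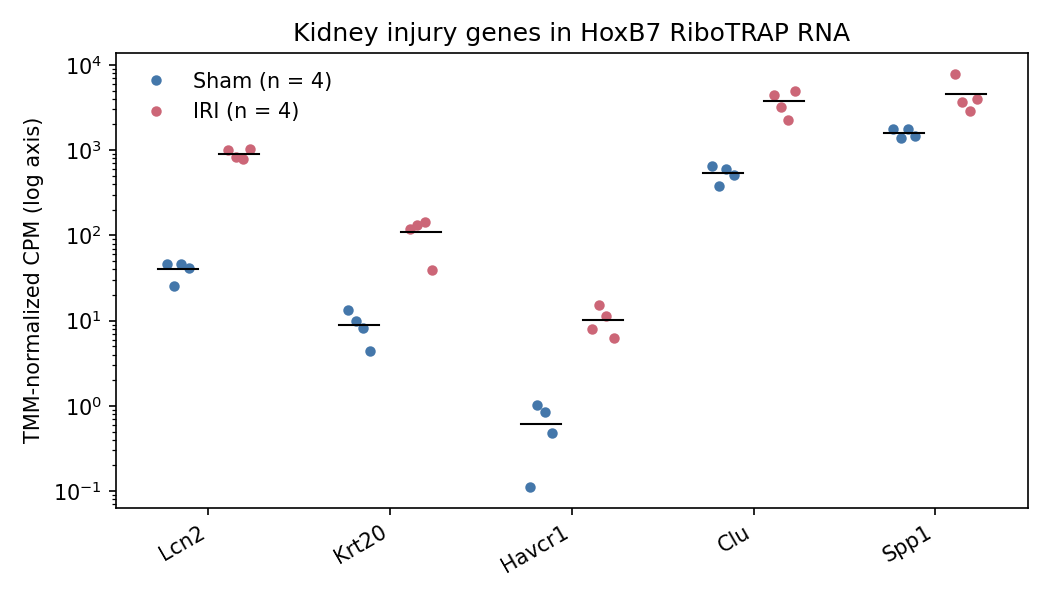
TMM-normalized CPM (log axis) of 5 kidney injury genes in each of 4 sham and 4 IRI libraries, with the group mean as a bar. Every IRI library lies above every sham library for each gene, and Lcn2 has group means of 912 and 39.8 CPM.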

Kidney injury genes Krt20 (proximal nephron), Clu, Spp1, Lcn2, and Tacstd2 (distal nephron) were upregulated 4.9-, 6.8-, 2.7-, 22-, and 2.7-fold, respectively. This sample of modulated genes confirms that the proximal nephron and the collecting ducts were activated by the injury.

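Of the 27 tested genes of proximal tubule identity, 20 were higher and none was lower (20 and 0 adjusted over the list alone). They were over-represented among higher genes (one-sided Fisher's exact test, adjusted p = 1.5e-06, and in camera adjusted p = 0.488 with an estimated correlation) and summed to 23824 ± 7727 CPM after IRI. Slc5a2, the apical glucose transporter, rose 5.79-fold (log2 fold change 2.53, standard error 0.21, edgeR adjusted p = 1.4e-05) and Miox, of inositol breakdown, 3.97-fold (log2 fold change 1.99, standard error 0.18, edgeR adjusted p = 2.8e-05). Of the 14 tested genes of principal cells, none was higher and 14 were lower (0 and 14 adjusted over the list alone). Principal cell genes were over-represented among lower ones (one-sided Fisher's exact test, adjusted p = 4.1e-08, and in camera adjusted p = 0.221 with an estimated correlation) and summed to 3069 ± 898 CPM after IRI. Aqp2 was at 959.9 ± 408 CPM after IRI and 6944 ± 972 CPM in sham, 7.23-fold lower (log2 fold change -2.85, standard error 0.34, edgeR adjusted p = 5.1e-05). Of the 17 tested genes of intercalated cells, 1 was higher and 16 were lower (1 and 16 adjusted over the list alone). Intercalated cell genes were also over-represented among lower ones (one-sided Fisher's exact test, adjusted p = 3.9e-08, and in camera adjusted p = 0.221 with an estimated correlation). Atp6v1b1, a proton pump subunit, fell 4.53-fold and Car2, carbonic anhydrase 2, rose 1.58-fold (edgeR adjusted p = 0.00361). Of the 14 tested genes of the endothelium, 9 were higher and none was lower (10 and 0 adjusted over the list alone). The endothelial list was not called (one-sided Fisher's exact test, adjusted p = 0.0116, and in camera adjusted p = 0.622 with an estimated correlation) and summed to 668 ± 187 CPM after IRI and 304 ± 43.3 CPM in sham. The call of Car2 was lost with scaling by total counts (edgeR adjusted p = 0.0175), without IRI replicate 1 (0.0106) and without sham replicate 4 (0.0125). The endothelial list was called with scaling by total counts (0.00145), with upper quartile factors (0.00312), with no filter on low counts (0.00130) and with DESeq2 (0.00177), and when any 1 of the 8 libraries was left out (0.00109 to 0.00881).

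**Figure D2:**
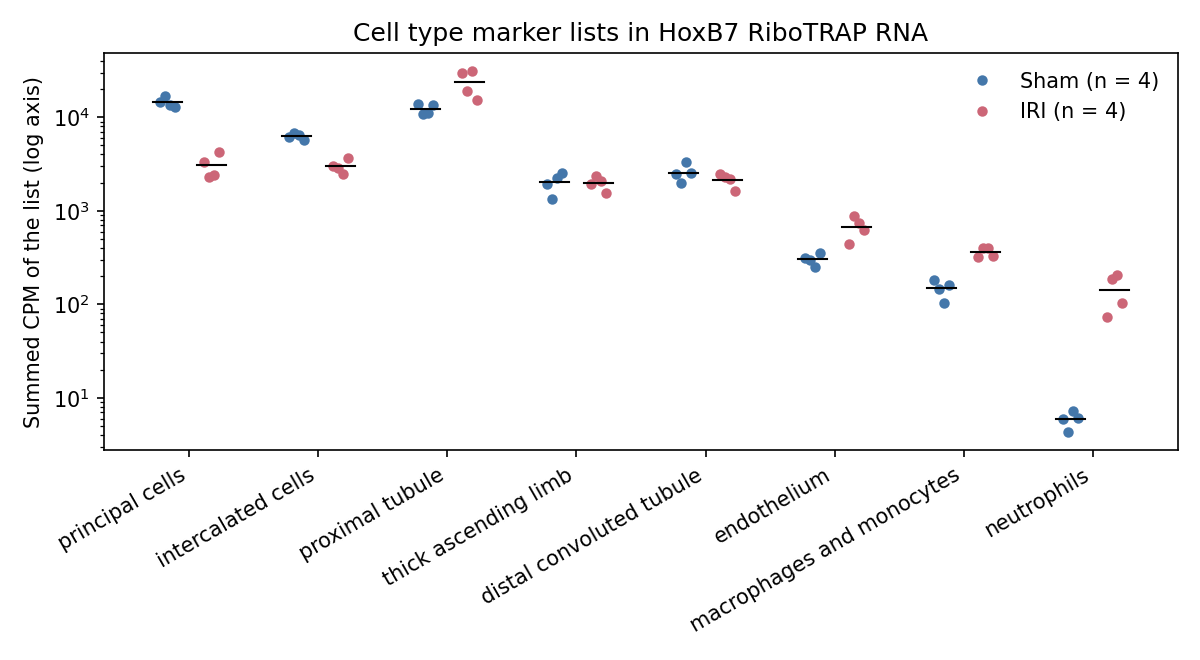
Summed CPM (log axis) of 8 cell type marker lists in each of 4 sham and 4 IRI libraries, with the group mean as a bar. The principal cell list lies at 4234 CPM or less in IRI libraries and at 12864 CPM or more in sham. The intercalated cell list also lies lower in every IRI library, and the neutrophil list higher.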

**Fig. 4:**
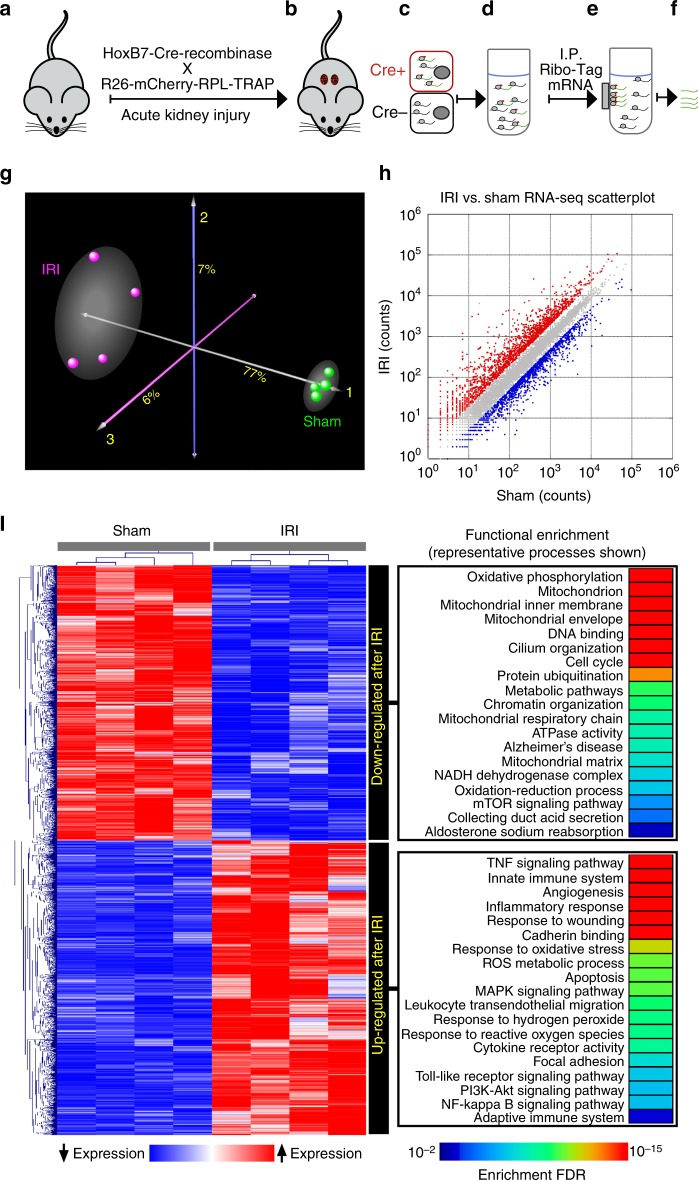
Transcriptomic (RNA-seq) and pathway analysis of HoxB7/Collecting Duct cells 9 h post IRI. **a** *HoxB7*-Cre mice were bred with *Gt(ROSA)26Sor-mCherry-Rpl10a* (RiboTRAP) mice to create collecting duct-specific RNA-isolation mouse that labels ribosomes for immunoprecipitation (IP). **b** Time point selected by cell-specific H_2_O_2_ generation (Figs. 1e and 2a), collecting duct RiboTRAP (*HoxB7*-mCherryRPL10a) kidneys were collected 9 h post IRI (6 h peak of H_2_O_2_ with time allotted for transcription; serum creatinine 1.1 ± 0.07 mg/Dl). At this time point **c** kidney-specific ribo-tagged kidneys were **d** homogenized, **e** magnetically immuno-precipitated, and **f** ribo-tagged transcripts isolated for RNA-sequencing. **g** Correspondence analysis depicting the global variability in the entire RNA-seq data. The IRI (*n* = 4) and sham (*n* = 4) experiments distinctly segregated, indicating transcriptome-wide effects, with the majority of the expression variability captured by the first component (77%). **h** Scatterplot of IRI vs sham RNA-seq counts shows a wide dynamic range of transcript abundance (~100,000 count difference). For each transcript, the average count from four biological replicates per conditions is shown. Differentially upregulated genes following IRI are colored in red whereas blue indicates downregulated genes (FDR < 0.01). Note the profound changes in gene expression in response to IRI. **i** Functional enrichment analysis of differentially expressed genes after hierarchical clustering. Up- and downregulated pathways (FDR < 0.01) were identified from multiple knowledgebases including KEGG, Reactome, and Gene Ontology. Note that IRI was associated with activation of multiple modules including those involved in inflammation/immunity, development, remodeling, and response to ROS. In addition, pathways mapping to mitochondrion such as oxidative phosphorylation and oxidoreductase activity were suppressed following IRI, suggesting widespread dysregulation of mitochondrial function

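Correspondence analysis of the counts placed the 4 IRI libraries between 0.33 and 0.37 on the first axis and the 4 sham libraries between -0.28 and -0.25, so the groups did not overlap. The first 3 axes held 77.5%, 6.31% and 5.83% of the inertia, the total deviation of the counts from proportional ones. On the second axis IRI replicate 4 stood at 0.19 and IRI replicate 3 at -0.11. Mean counts per gene reached 197169 for Aqp2 in sham and 138323 for Plec, a cytoskeletal linker, after IRI. No test applies to these shares.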

To gain deeper insight into the transcriptional programs altered by IRI, we performed functional enrichment analysis on differentially expressed genes based on public databases, including KEGG, Reactome, and Gene Ontology. This analysis was applied separately to differentially up- and downregulated genes with FDR threshold of <0.01 to identify significantly enriched pathways (Fig. 4i). 

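Of the 40 tested genes of the cilium, 1 was higher and 28 were lower (1 and 28 adjusted over the list alone), with none higher without IRI replicate 1 or 4 or sham replicate 1, 2, 3 or 4. Cilium genes were over-represented among lower ones (one-sided Fisher's exact test, adjusted p = 3.9e-08, and in camera adjusted p = 0.116 with an estimated correlation). Ift140 and Wdr19, of intraflagellar transport, fell 3.26-fold (log2 fold change -1.70, standard error 0.10, edgeR adjusted p = 1.1e-06) and 3.16-fold (log2 fold change -1.66, standard error 0.10, edgeR adjusted p = 2.2e-06). Of the 18 tested genes of aldosterone-regulated sodium reabsorption, 1 was higher and 13 were lower (1 and 13 adjusted over the list alone), with none higher without sham replicate 2 and 2 higher without IRI replicate 4. They were over-represented among lower genes (one-sided Fisher's exact test, adjusted p = 2.4e-04, and in camera adjusted p = 0.111 with an estimated correlation), but 7 of them are also on the principal cell list, and of the other 11, 6 were lower and 1 was higher. Principal cell markers, none of which is on the cilium list, had a median log2 fold change of -1.77 (95% interval over genes -2.80 to -1.38) in the same libraries. Scnn1g, a sodium channel subunit, fell 5.58-fold (log2 fold change -2.48, standard error 0.13, edgeR adjusted p = 1.3e-06). Hsd11b2, which protects the mineralocorticoid receptor from glucocorticoids, fell 8.68-fold (log2 fold change -3.12, standard error 0.21, edgeR adjusted p = 3.9e-06). Of the 32 tested genes of the cell cycle, 5 were higher and 1 was lower (2 and 1 adjusted over the list alone), with 2 lower without sham replicate 3, and the list was called in neither direction (one-sided Fisher's exact test, adjusted p = 1 for higher and 1 for lower). Its median log2 fold change was 0.0770, and -0.0400 with upper quartile factors and -0.12 with total counts. Ccnd1 rose 2.54-fold and Rrm1 fell 1.78-fold. The count of higher cell cycle genes was 2 without IRI replicate 1, 3 without IRI replicate 2, 3 without IRI replicate 4, 2 without sham replicate 1, 3 without sham replicate 2, 3 without sham replicate 3 and 2 without sham replicate 4.

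Of 42 lists with tested genes, 10 were over-represented among higher genes and 5 among lower genes. With the animal number series as a covariate 13 lists were called. By camera with a preset correlation of 0.01, 13 lists rose and 6 fell relative to the other genes. None was called by camera with an estimated correlation, where 9 of 41 lists had an unadjusted p under 0.05 and adjusted values ran from p = 0.111 to 0.971. A fry test, which asks whether a list moved in 1 direction without comparing it with other genes, gave an adjusted p under 0.01 for 28 of these 41 lists. As 49.7% of all tested genes changed, that result does not set these lists apart from other genes. The databases of the paper's enrichment were not used here.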

Activated modules following IRI included those involved in inflammation/immunity, development, apoptosis, and response to ROS. In addition, we observed downregulation of many mitochondrion-associated processes, implying that ischemic/hypoxic injury leads to a change in the functional state, from generating ATP to generating peroxide, in the collecting duct. 

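Of the 20 tested genes of the interferon response, 12 were higher and none was lower (12 and 0 adjusted over the list alone). They were over-represented among the higher genes (one-sided Fisher's exact test, adjusted p = 0.00580, and in camera adjusted p = 0.622 with an estimated correlation). Oasl1 and Gbp2 rose 12.6-fold (log2 fold change 3.66, standard error 0.27, edgeR adjusted p = 6.4e-06) and 4.11-fold (log2 fold change 2.04, standard error 0.24, edgeR adjusted p = 5.7e-05). Of the 15 tested genes of complement, 3 were higher and 1 was lower (3 and 1 adjusted over the list alone). The count of higher complement genes was 6 without IRI replicate 1. Complement was not called (one-sided Fisher's exact test, adjusted p = 1), with C5ar1, a leukocyte receptor, 9.65-fold higher and C3 at 49.1 ± 28.3 CPM after IRI and 64.3 ± 14.6 CPM in sham (edgeR adjusted p = 0.375). Of the 27 tested genes of kidney and ureteric bud development, 9 were higher and 9 were lower (10 and 10 adjusted over the list alone). Development was called in neither direction (one-sided Fisher's exact test, adjusted p = 0.610 for higher and 0.579 for lower), with a median log2 fold change of 0.15, and -0.0380 with total counts. Sox9, which marks repairing tubule cells, rose 13.3-fold (log2 fold change 3.73, standard error 0.50, edgeR adjusted p = 5.4e-05) and Pax2 fell 3.27-fold (log2 fold change -1.71, standard error 0.16, edgeR adjusted p = 2.2e-05). Of the 21 tested genes of the scavenging of ROS, 8 were higher and 2 were lower (8 and 2 adjusted over the list alone). The scavenger list was not called (one-sided Fisher's exact test, adjusted p = 0.397), with a median log2 fold change of 0.12, and -0.0700 with total counts. Gpx3, a secreted glutathione peroxidase made by the proximal tubule, rose 4.28-fold (log2 fold change 2.10, standard error 0.19, edgeR adjusted p = 3.2e-05) while Prdx2 fell 1.57-fold (log2 fold change -0.65, standard error 0.08, edgeR adjusted p = 9.0e-05). Proximal tubule markers had a median log2 fold change of 1.42 in the same libraries. Of the 26 tested genes of apoptosis, 13 were higher and 4 were lower (13 and 4 adjusted over the list alone). Apoptosis was not called (one-sided Fisher's exact test, adjusted p = 0.0251, and in camera adjusted p = 0.203 with an estimated correlation). Pmaip1, which promotes death, rose 6.07-fold. Bcl2, which opposes it, fell 2.52-fold, while Mcl1, which opposes it too, rose 2.67-fold. The apoptosis list was called with no filter on low counts (0.00667), with DESeq2 (0.00701) and without IRI replicate 3 (0.00966) by Fisher's exact test. The interferon list was not called with the stricter filter (0.0151).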

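Of the 35 tested nuclear complex I subunits, none was higher and 20 were lower (0 and 20 adjusted over the list alone). Complex I genes were over-represented among lower ones (one-sided Fisher's exact test, adjusted p = 3.0e-04, and in camera adjusted p = 0.667 with an estimated correlation), with a median log2 fold change of -0.44. The list holds Ndufa genes that the study reported as lower from these libraries. It is therefore not independent evidence of its direction. Ndufc1 and Ndufs7 fell 1.89-fold (log2 fold change -0.92, standard error 0.12, edgeR adjusted p = 1.2e-04) and 1.72-fold (log2 fold change -0.78, standard error 0.09, edgeR adjusted p = 5.0e-05). Of the 13 tested genes of complexes II and III, none was higher and 6 were lower (0 and 6 adjusted over the list alone). Of the 11 tested genes of complex IV, none was higher and 5 were lower (0 and 5 adjusted over the list alone), and the count of lower genes was 3 without IRI replicate 2 and 3 without IRI replicate 3. Of the 15 tested genes of ATP synthase, none was higher and 7 were lower (0 and 7 adjusted over the list alone). Complexes II and III, IV and V were not called (one-sided Fisher's exact test, adjusted p = 0.242, 0.337 and 0.191). Uqcr11, Cox7b and Atp5e fell 1.75-, 1.62- and 1.75-fold. Of the 13 tested genes of mitochondrial biogenesis, 2 were higher and 6 were lower (2 and 7 adjusted over the list alone), and the coactivator Ppargc1a fell 1.88-fold (log2 fold change -0.91, standard error 0.11, edgeR adjusted p = 8.8e-05). Of the 13 tested genes of the TCA cycle, 1 was higher and 1 was lower (1 and 1 adjusted over the list alone), with a median log2 fold change of 0.0750, and -0.0420 with upper quartile factors and -0.12 with total counts. Of the 15 tested genes of fatty acid oxidation, none was higher and 3 were lower (0 and 3 adjusted over the list alone), with 2 higher without IRI replicate 4, and the count of lower genes was 5 without IRI replicate 1. Of the 76 tested genes of the mitochondrial ribosome, 4 were higher and 19 were lower (4 and 18 adjusted over the list alone). The biogenesis, TCA cycle, fatty acid oxidation and mitochondrial ribosome lists were not called (one-sided Fisher's exact test for lower genes, adjusted p = 0.242, 1, 1 and 1).

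In the same libraries 14 of 14 markers of principal cells and 16 of 17 of intercalated cells were lower and 20 of 27 of the proximal tubule higher, but camera with an estimated correlation called none of these lists. The complex I list was not called with the animal number series as a covariate (0.0801) and without IRI replicate 2 (0.0216) by Fisher's exact test, and the complex IV list was called with scaling by total counts (0.00685), while with TMM factors camera gave adjusted p = 0.733 with an estimated correlation. None of the 13 listed genes encoded in mitochondrial DNA matched a gene symbol in the counts, so they could not be tested. From the lower expression of mitochondrion-associated processes, the paper proposes that the collecting duct passes from making ATP to making peroxide. It also imaged peroxide in collecting duct reporter mice, where a mitochondrial antioxidant lowered the signal, and the counts used here do not bear on that evidence.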

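Ndufa1 to Ndufa13 encode subunits of the complex I alpha subcomplex, apart from Ndufa4, now assigned to complex IV. All 13 were tested, and 12 were lower at an edgeR adjusted p under 0.05, from 2.3e-05 to 0.0299. These 12 were 1.46-fold lower on average (SD 0.196 over the 12 genes). Ndufa8 had the lowest adjusted p and fell from 79.4 ± 4.79 CPM in sham to 48.9 ± 1.75 CPM (log2 fold change -0.70, standard error 0.07, edgeR adjusted p = 2.3e-05). Ndufa7 had the largest fall of the 13, 1.71-fold (log2 fold change -0.78, standard error 0.12, edgeR adjusted p = 3.7e-04). Ndufa10 did not pass the test (log2 fold change -0.15, standard error 0.09, edgeR adjusted p = 0.193), and 30% of the exons of Ndufa13 overlap other genes. At a threshold of 0.01, 7 of 13 were lower, and 7 when adjusted over the list alone. At that threshold the list was not called (one-sided Fisher's exact test, adjusted p = 0.0936, and in camera adjusted p = 0.622 with an estimated correlation). The study reported these genes as lower from the same samples, so the list is not independent evidence of its direction. The list was called with scaling by total counts (1.3e-04), with upper quartile factors (4.3e-05), with DESeq2 (0.00266) and without sham replicate 3 (0.00228). With the animal number series as a covariate 9 genes passed 0.05, and without IRI replicates 2 and 3, left out together after the data were examined, 7 did.

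**Figure D3:**
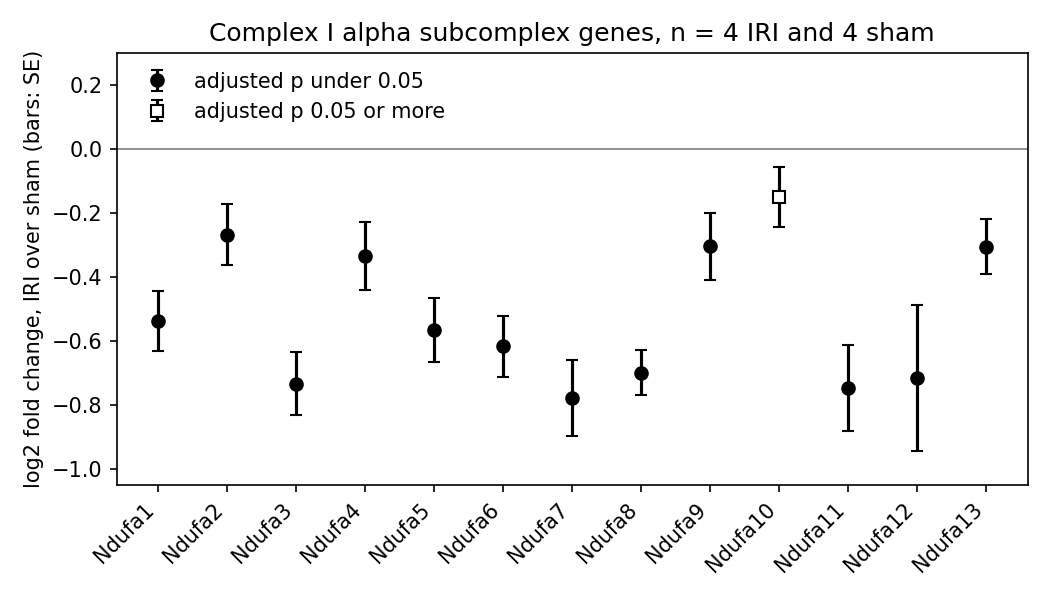
Log2 fold change of IRI over sham for Ndufa1 to Ndufa13, with bars of 1 standard error, n = 4 mice per group. Filled circles mark an adjusted p under 0.05 and the open square, Ndufa10, marks 0.05 or more, and all 13 values lie below 0, from -0.78 to -0.15.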

In fact, 11 out of 13 detected members of the nuclear DNA expressed mitochondrial complex I (*Cx1*) genes (*NADH dehydrogenase (ubiquinone) alpha subcomplex* 1-12) were significantly downregulated by an average of 1.3-fold (FDR range: 4.5E−20 to 0.03). *Cx1* impairment and downregulation is known to cause H_2_O_2_ and ROS generation^29,30^.

In sum, our results show that leveraging the ROS-reporter animal uncovered the key pathways and kinetics of oxidative stress. Our results also distinguish generalized functional (sCr and BUN) and inflammatory responses (Hspa1b, Il1b) from ROS-associated responses (PC-Luciferin; Hmox1, Lcn2).

### Reduction of ROS cellular injury with an antioxidant

Liberated iron complexes from mitochondria, necrotized cells and erythrocytes constitute ROS which subsequently oxidize cellular lipid and lipid released from necrotic tissue. Furthermore, mitochondria are a dominant source of cellular ROS^31^ and thus likely a critical driver of IRI in the collecting duct where mitochondria are abundant. To test this hypothesis, MitoTEMPO (MitoT), a mitochondria-specific superoxide scavenger, was used to investigate the role of ROS and in particular, mitochondrial ROS in IRI. A single bolus of 10 mg/kg of MitoT administered s.q. immediately prior to IRI surgery had a significant effect on H_2_O_2_ activity at 6 h (mean 57.5-fold vs 6.19-fold change; *P* *<* 0.001), and delaying the upregulation of ROS in the collecting duct till 12 h post IRI (mean 55.7-fold vs 34.9-fold with treatment: Fig. 5a, b). We did not observe a significant difference in sCr or BUN at 6 h (Fig. 5c, d) because blood metabolites do not change rapidly. However, MitoT was observed to protect the kidney from the other manifestations of IRI damage including inflammation and ROS lipid peroxidation as shown by the significant reduction in MDA levels 6 h (*P* = 0.0027) after IRI compared with the untreated group (Fig. 5c and Supplementary Table 3).

**Fig. 5:**
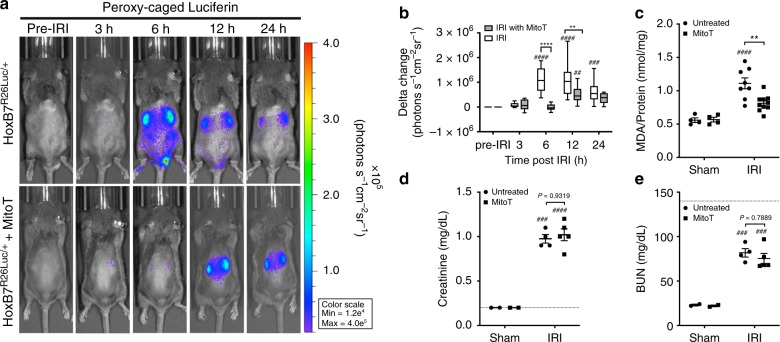
MitoTEMPO pretreatment inhibits kidney ROS generation. ROS generation in *HoxB7*^*R26Luc/+*^ mice with MitoT (10 mg/kg) treatment compared with vehicle control IRI animals was longitudinally monitored by an optical imager over a period of 24 h (representative mice) using the H_2_O_2_ sensitive luciferase reporter, PC-Luciferin. **a** *HoxB7*^*R26Luc/+*^ mice challenged with 30 min IRI were given a s.q. dose of MitoT (bottom panel) or saline vehicle control (top panel). **b** H_2_O_2_ production was determined by quantifying kidney ROIs over kidney region and readout of PC-Luciferin activity compared with pre-IRI condition. Levels of H_2_O_2_ in MitoT treated animals at 24 h after IRI were not significantly different compared with time pre-IRI. *n* = 10 and 8 mice for IRI and IRI with MitoT cohorts. ***P < 0.001 between IRI and IRI treated with MitoT. ^##^*P* < 0.01 and ^####^*P* < 0.0001 vs respective time 0. **c** Pretreatment with MitoT significantly reduced MDA levels 27% (*P* = 0.0027 6 h after IRI). *n* *=* 4 and 8 kidneys for untreated sham and IRI, respectively, and *n* = 4 and 10 kidneys for treated sham and IRI, respectively. **d**, **e** Blood parameters, serum creatinine and BUN, were not significantly different at 24 h post IRI. **P < 0.01 between untreated and MitoT cohorts. ^###^*P* < 0.001 and ^####^*P* < 0.0001 vs. respective sham

### Collecting duct is a significant site of oxidative damage

LCN2 is an established marker of injury expressed in the thick ascending loop of Henle and the collecting duct^15^. The *Lcn2*-reporter mouse has been shown to be a significantly more sensitive system to test the time course of kidney injury than sCr or BUN^15^. Furthermore, we have shown that LCN2 is an iron scavenger in septic conditions^32^ and likely in aseptic conditions as well^33^. Consequently, we challenged the *Lcn2*-luciferase reporter mouse^15^ with 30 min of bilateral IRI with and without MitoT and longitudinally imaged oxidative stress with PC-luciferin. With a single application of MitoT immediately prior to ischemic injury, *Lcn2*-luciferase expression in the MitoT group returned to baseline by 24 h post IRI, whereas the untreated group maintained 20-fold *Lcn2*-luciferase reporter activity over baseline (Fig. 6a). These data reveal that even a modest reduction of mitochondrial oxidative stress can suppress responses characteristic of renal cell injury.

**Fig. 6:**
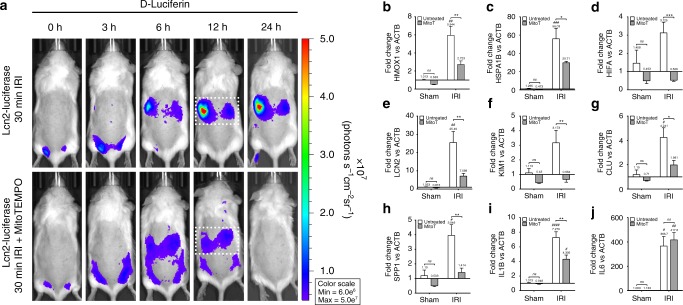
MitoTEMPO pretreatment reduces kidney injury, oxidative stress, and inflammatory biomarkers. Lcn2-luciferase reporter mouse. The expression of distal and collecting duct kidney injury biomarker, Lcn2-Luc, was reduced with single bolus of MitoT after 30 min IRI injury. Kidney region of interest in dotted bounding box. **a** Pretreatment with MitoT consistently reduced *Lcn2* expression (*P* *=* 0.0002) in 30 min IRI measured 24 h after insult.** b**–**d** At 24 h, Hmox1, Hspa1b, and Hif1a gene expression were significantly reduced by MitoT, indicating a reduction in oxidative stress. **e**–**h** Both cortical and medullary compartments were protected by MitoT treatment shown by significant reduction in kidney injury gene expression *Lcn2, Kim1*, *Clu*, and Spp1, respectively. **i** Inflammatory cytokine IL1b mRNA levels were significantly reduced in MitoT group compared with untreated IRI in contrast to **j** no reduction in *Il6* expression. (qPCR: *n* *=* 4 and 8 kidneys for untreated sham and IRI, respectively, and *n* *=* 4 and 10 kidneys for treated sham and IRI, respectively)

In this model, we also found that highly sensitive and rapidly responding kidney injury-associated genes showed significant (*P* < 0.05) reduction following MitoT treatment (Fig. 6b–j). Oxidative stress transcripts Hmox1, Hspa1b, and Hif1a were significantly (*P* < 0.05) downregulated (Fig. 6b–d) as was a panel of established kidney injury response genes (Fig. 6e–g). Furthermore, the inflammatory potential of IRI was reduced as shown by the significant (*P* < 0.05) reduction in pro-inflammatory cytokine expression (Fig. 6i and Supplementary Table 5)^34^. Interestingly, Il1b improved while Il6 was not ameliorated, suggesting reduced activation of the inflammasome (Fig. 6j)^35^.

## Discussion

Many acute human tissue injuries are identified through changes in the function of the target tissue, for example IRI results in decreased filtration which results in a rise in serum Creatinine (sCr) and blood urea (BUN). However, these clinically identifiable markers of tissue injury may be detected in only a fraction of injuries, are not well correlated with injury severity, and can have slow kinetics^21,36^. Indeed, sCr does not reflect renal pathology in the intensive care unit^37,38^, nor does sCr necessarily correlate with urinary biomarkers since the latter are expressed earlier than the rise in sCr and with greater sensitivity and specificity for tissue damage. In animal models, changes in blood chemistry, histology, and gene expression can all be used to identify and study injury response. However, these tools have limited temporal resolution, are invasive, and generally terminate the experiment. There is need for an approach which allows monitoring of the injury response non-invasively in laboratory animals in vivo.

In order to understand the anatomy and physiology of tissue injury, we instituted two different types of imaging technology. The first provides tissue specificity. The heterogeneous composition of the kidney is not typically considered when monitoring AKI by standard clinical tests or even when urinary biomarkers are measured by quantitative tests such as Elisa. It is also difficult to distinguish the contribution of each cell-type when interrogating the organ as a whole or to know which molecular pathway is primary or secondary to damage. A number of cell-specific animal models have become available to researchers^39^ and when combined with luciferase-based technology^15^, longitudinal and repetitive assessment of kidney injury is possible. Here we instituted a variety of tissue-specific Cre-recombinase mouse lines to provide a genetic means of activating luciferase in different compartments of the kidney.

The second tool that is necessary for physiologic interrogation is an assortment of biologically relevant reporters that monitor different cellular events. Caged-luciferin chemistry enables the interrogation of numerous processes with enzymatic activities such as cell-penetrating peptide conjugates^40^, cell surface glycosylation^41^, hydrogen peroxide fluxes^1^, and fatty acid uptake^42^. It also allows imaging of enzyme activities such as beta-galactosidase^43^, caspases^44–46^, furin^47^, and beta-lactamase^48^ in the presence of firefly luciferase. Hence this broad range of substrates can effectively map the kinetics of many different cellular functions in various forms of tissue damage or after treatment with protective medications. The broad applicability of this technique is demonstrated by caspase 3/7 caged-luciferin expression after IRI (Supplementary Fig. 8)^49^.

By combining the caged-luciferin technology with tissue-specific Cre-mediated luciferase, we obtained tissue-specific readouts of the activated form of PC-Luciferin to monitor the generation of a key ROS molecule, H_2_O_2_ after IRI. Surprisingly the collecting duct was a major source of H_2_O_2_ based on PC-Luciferin activated in the HoxB7-luciferase mouse. One-third of the cells of the collecting duct are mitochondrial rich intercalated (IC) cells, suggesting that these cells may be the primary source of the H_2_O_2_. We confirmed the mitochondrial basis of collecting duct responses to IRI by quantitative Bio-Imaging which identified multi-phasic production of ROS, highlighting informative time points for cell-specific *HoxB7*-RiboTRAP RNA-seq analysis. In turn, this approach guided our transcriptomics time point selection and RNA-seq analysis revealed key transcriptional responses that regulated the function of mitochondria and generated ROS, in particular, we identified downregulation of mitochondrial complex I (Cx1). Mitochondrial dysregulation is likely to be a critical mechanism for collecting duct injury because the IRI phenotype was ameliorated with a single bolus of a mitochondrial antioxidant (MitoTEMPO), which significantly reduced acute lipid peroxidation and decreased the expression of the kidney injury biomarkers Ngal and Kim1 (which may secondarily reflect collecting duct dysfunction). In sum, H_2_O_2_ generation, lipid peroxidation, biomarkers of injury and cytokine expression all correlated with, and were dependent on ROS generation in the collecting duct.

Liberated iron complexes from mitochondria, necrotized cells and erythrocytes make ROS which subsequently oxidize cellular lipid and lipid released from necrotic tissue. Furthermore, mitochondria are a dominant source of cellular ROS^31^ and thus likely a critical driver of IRI, in the collecting duct where mitochondria are abundant. MitoTEMPO as an antioxidant of the extracellular space may also play a role in the reduction of the observed lipid peroxidation of the kidneys. In this case, it is likely that mitoTEMPO is suppressing extracellular ROS activity due to liberated iron complexes from necrotized cells and erythrocytes. These ROS species are suppressed by the antioxidant activity of MitoTEMPO in the extracellular space and the reduction of the collecting duct kidney injury reporter and iron-scavenger LCN2 is reduced. In addition, the reduction of Kim1 expression, a proximal tubule injury reporter, indicates that kidney injury as a whole was reduced in the MitoTEMPO condition. These data support our previous findings that LCN2 can operates as an iron scavenger in aseptic conditions and is a sensitive reporter of kidney injury^15,33^.

Differences between collecting duct and proximal tubule response to IRI was apparent in our studies. The collecting duct ROS reporter and biomarker expression were dose responsive; 30 min of ischemia resulted in a larger signal than 15 min. Expression of the collecting duct injury marker Lcn2 and the distal nephron injury marker Tacstd2 were also dose responsive. In contrast, the proximal tubule showed maximal ROS signal responsiveness after 15 min of ischemia; doubling the ischemia time did not further increase the response. This result is consistent with the expression of the proximal tubule-specific injury biomarker Kim1 which is higher following 15 min of IRI than 30 min (Supplementary Fig. 9). ROS are generated by multiple mechanisms in vivo and have multiple functions and toxicities. ROS can be generated both by released heme, for example from necrotically damaged cells and mitochondria, and by a genetic program that alters mitochondrial function as well as altered expression of the extracellular peroxide pumps, the NOX complexes. ROS also act as signals of injury and an antipathogen function. Our transcriptomics data are consistent with the hypothesis that the collecting duct is actively generating ROS as part of its injury response. For example, the changes in expression of Cx1, and NOX suggest that collecting duct cells are actively generating increased ROS, perhaps as a component of their barrier function to inhibit bacterial growth or as a component of an injury signaling system. 

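Of the 11 tested genes of the NADPH oxidases, 7 were higher and none was lower (7 and 0 adjusted over the list alone). The oxidase list was not called (one-sided Fisher's exact test, adjusted p = 0.0342, and in camera adjusted p = 0.203 with an estimated correlation). Nox4, the oxidase abundant in kidney tubules, on chromosome 7 from 87246096 to 87398710, was at 292 ± 87.0 CPM after IRI and 95.9 ± 15.5 CPM in sham and 3.04-fold higher (log2 fold change 1.61, standard error 0.20, edgeR adjusted p = 1.4e-04). Its membrane partner Cyba rose 2.96-fold (log2 fold change 1.56, standard error 0.18, edgeR adjusted p = 6.0e-05). In the same libraries the proximal tubule list had a median log2 fold change of 1.42 (95% interval over genes 1.13 to 1.87). Ncf4 and Rac2, which phagocytes use, rose 6.90- and 4.84-fold, as neutrophil markers did. Cybb was 1.54-fold higher (log2 fold change 0.62, standard error 0.36, edgeR adjusted p = 0.139), which did not pass the test. Nox1, Nox3 and Duox2 had too few counts to be tested. The list was called with scaling by total counts (0.00685 by Fisher's exact test) and with the stricter filter (0.01 after rounding).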

Consistent with this observation, we have shown collecting duct cells in response to a urinary tract infection also decrease the urinary pH and increase expression of the iron scavenger LCN2 (Paragas et al., *JCI)*^32^.

Alternatively, the threshold effect for activation of the collecting duct may be due to a robust antioxidant scavenging system that requires 30 min of ischemia to achieve saturation before demonstrating lipid peroxidation and log order increases in tissue-specific H_2_O_2_ generation. Conversely, it may be that apoptosis, necrosis and/or cellular dysfunction of proximal tubule cells^50^ results in saturation of its dynamic range to generate H_2_O_2_ and Kim1 at higher levels of IRI whereas the collecting duct, in contrast, is not subject to cell death and instead responds in a dose-responsive manner to a greater range of IRI injury^15^. This model solves a long-standing debate as to the timing of which segment is affected in AKI and is consistent with previous findings concerning the dose response of collecting duct vs proximal tubule biomarkers in both mice and humans and to the varied histologic findings of different tubular segments in the AKI kidney^51–54^.

This study presents a new and powerful integrated framework to dynamically associate pathophysiological changes to transcriptional signals at the cellular level. However, it is only the glimpse into the kidney’s reaction to an acute injury, because the kidney has a great cellular heterogeneity and there are many different models of kidney injury to map. We used *HB7*^*R26Luc*/+^, *Slc34a1*^*R26Luc/+*^, and *Pod*^*R26Luc/+*^ genetic models to map ROS activity in a subset of cells representing the cortex and medulla of the kidney. Clearly, there is a need to expand on this work and investigate the effect of different types of renal injury on the transcriptional responses of other segments of the nephron and distal tubule in order to discover common biomarkers and therapeutic targets in AKI.

In this paper we present an ‘image-guided omics’^55^ technology platform to monitor AKI progression through non-destructive tools. Our approach provides a system to temporally study kidney injury, gives insight into how the kidney utilizes endogenous mechanisms to regulate injury pathways, and allows testing and discovery of novel therapeutic interventions targeting ROS signaling pathways. Our system is a cell-specific, longitudinal, non-destructive, and non-invasive method to study of ROS dynamics using PC-luciferin in a novel application^1^. In contrast, other imaging systems such as multiphoton microscopy^56^ permit imaging only at a depth of a few millimeters from the lens, which limits visualization of the medulla. Further, they require animal surgery during the data acquisition phase, which may contribute to marked variability in the findings and they do not allow longitudinal monitoring over hours because of repetitive stress on the animal. Our non-invasive system is a log order more sensitive compared with traditional methods of ROS measurements by MDA.

LCN2 from the thick ascending limb and the collecting duct presaged the idea that these compartments respond to IRI^15^, here we visualized the collecting duct response in real-time and demonstrated that underlying mitochondrial genes are important components of this pathologic readout. In addition, we found that damage biomarkers correlated with the time course of ROS rather than the time course of serum creatinine, again highlighting the distinction between gross functional changes and segment specific molecular mechanisms. However, our findings have wider clinical implications beyond the kidney since application of these novel tools can help identify and test therapeutics targeting oxidative stress in many cell types spanning different organs. In each of these applications, the proposed luciferase system can be scaled to assess multiple physiological readouts, enabling the identification of meaningful disease endotypes within complex disorders (such as AKI) based on spatiotemporal functional mapping of distinct pathophysiologic and molecular events.

## Methods

### Mice

*ROSA26 L-S-L-Luc/+*[*FVB*.*129S6(B6)-Gt(ROSA)26Sortm1(Luc)Kael/J*, 005125] mice were bred with *Aqp2-Cre* [*B6*.*Cg-Tg(Aqp2-cre)1Dek/J*, 006881], EIIa-Cre [*B6*.*FVB-Tg(EIIa-cre)C5379Lmgd/J*, 003724], *HoxB7-Cre* [Tg(Hoxb7-cre)13Amc/J, 004692], Podocin-cre [B6.Cg-Tg(NPHS2-cre)295Lbh/J, 008205] obtained from Jackson Labs, *Lcn2*-Luciferase reporter from J.M.B., *Slc34a1-CreER(T2)* from A.K., and *Gt(ROSA)26Sor-mCherry-Rpl10a* from EMMA. *Slc34a1-CreER(T2)* expression is activated by tamoxifen administration. Briefly, tamoxifen was dissolved in filtered corn oil (20 mg/mL) at 37 °C and injected i.p. (100 mg/kg) every other day for 4 days using 8-week mice. After breeding the conditional luciferase expressers are known as *EIIa*^*R26Luc/+*^, *Pod*^*R26Luc/+*^, *Slc34a1*^*R26Luc/+*^, *HoxB7*^*R26Luc/+*^, and *Cdh5*^*R26Luc/+*^. C57BL/6 (13 week) were obtained from Jackson Labs. Mice were single or group-housed on a 12∶12 light–dark cycle at 22 °C with food and water ad libatum. Ten- to sixteen-week-old male mice were used for all IRI experiments as previously published^15^. All animal studies were approved by and performed according to the guidelines approved by the Institutional Animal Care and Use Committee (IACUC) at University of Washington.

### Cell-specific RiboTRAP animal

To determine gene expression in a single cell-type at a single time point during a AKI we bred the *Gt(ROSA)26Sor-mCherry-Rpl10a* (mCherryTRAP) mouse that labels ribosomes for immunoprecipitation isolation of RNA with a tissue-specific Cre-recombinase mouse^57^. *HoxB7-Cre* (*HoxB7*^*TRAP/+*^) was used to label ribosomes in the collecting duct. This strategy relies on Cre-recombinase dependent activation of a mCherry-Rpl10a ribosomal protein subunit, which allows translating ribosome affinity purification (TRAP) of mRNA populations in Cre-expressing cells. Immunostaining of RPL-mCherry and immune-precipitated RNAs demonstrated specific enrichment of HoxB7^TRAP/+^ (CD) populations by confocal microscopy and qPCR (Fig. S7).

### Purification of mRNA from tissue mCherry/TRAP mice

Kidneys from RiboTRAP mice were harvested, flash-frozen in liquid nitrogen and stored in −80 °C until homogenization. Frozen kidneys were homogenized and the lysate was added to Anti-RFP magnetic beads (MBL International, WA) and mCherry/TRAP bound beads were separated from the supernatant with a magnet (Fig. 4). RNA was eluted and purified using RNeasy Micro Kit (Qiagen) according to the manufacturer’s instructions. RNA integrity number (RIN) was measured using the Agilent 2200 TapeStation (Agilent Technologies, TX) and only samples with a RIN than or equal to 6.8 was used. qPCR was used to validate relative enhancement of tissue-specific genes of the collecting duct (Aqp2).

### RNA-sequencing

HiSeqLibrary was generated with 950 ng of mRNA using Illumina’s TruSeq RNA with Ribo-Zero protocol (Illumina, CA). RNA-seq (Illumina HiSeq) was performed at UW Cystic Fibrosis Genomics Core Center, followed by image analysis and base calling with Illumina’s RTA (v1.18) software. Demultiplexing and FASTQ format file generation and alignment was performed using HiSeq analysis software (TopHat v2.1.1) with UCSC mouse genome build mm10. Quality control was then performed with RNA-SeQC v1.1.8 and counts generated using HTSeq-counts v0.7.2. Differential gene expression between IRI and sham conditions was determined using DESeq2 package in R environment^58^ using a false discovery rate (FDR) cutoff <0.01. Functional enrichment of differentially expressed genes was performed using Webgestalt program^59^ and was based on pathways and processes from multiple resources, including KEGG, Reactome, and Gene Ontology (GO). An enrichment FDR < 0.01 was used to designate significant overrepresentation of functional categories and pathways.

### Kidney ischemia-reperfusion injury (IRI) model

The renal artery was clamped using vascular clamps for a period of 30 min according to an established model of warm IRI to induce ischemic acute renal failure^15^. Briefly, 10–16-week-old male mice were anesthetized with gas anesthesia (isoflurane). The body temperature was maintained at 37 °C throughout the procedure. Kidneys renal pedicles were clamped for 30 min using nontraumatic microaneurysm clips (Fine Science Tools). Restoration of blood flow was monitored before closing incisions with surgical staples. Sham-operated mice underwent the same procedure except for clamping of the arteries. MitoTEMPO (Sigma) was suspended in sterile saline to 2.5 mg/ml and given s.q. immediately prior to IRI surgery.

*In vivo animal imaging*: An IVIS Spectrum instrument (PerkinElmer) was used for bioluminescent imaging in all animal experiments. Mice were anesthetized prior to injection and during imaging via inhalation of isoflurane (Phoenix Pharmaceuticals, Inc.) mixed with medical-grade oxygen (Praxair). Validation of luciferase expression was done using the potassium salt of D-luciferin (PerkinElmer) resuspended in PBS from ThermoFisher Scientific and injected i.p. (150 mg Luciferin/kg body weight).

### Image data analysis

Planar bioluminescent images were quantified using LivingImage (PerkinElmer) software and tomographic bioluminescent images with InVivoAX (InVivo Analytics, Inc.) software. For kinetic image analysis of caged-luciferin with LivingImage, bioluminescent kidney radiance (photons s^−1^ cm^−2^ sr^−1^) was measured by manually drawing two equally sized circular ROIs (1 cm in diameter) over both the left and right kidney. Each kidney was treated as a separate data point. PC-Luciferin signal acquired in an untreated animal was used throughout the experiment as the baseline for delta change in radiance and as the denominator for fold-change calculations. The delta in total photon flux for each condition was calculated by dividing the total photon flux for the experimental condition by the total photon flux for the pre-IRI alone to allow a direct comparison between various kidney-specific luciferase reporter animals. Kinetic curves of *HoxB7*-luciferase, *Slc34a1*-luciferase and *Pod*-luciferase calculated with images acquired every 3 min (*n* = 20) starting 1 min post D-luciferin injection.

### Bioluminescent tomographic reconstruction

Animals placed body conforming animal mold (InVivo Analytics, Inc.) and multi-view multi-spectral image acquired with the InVivoPLOT mirror-gantry. Multi-view multi-spectral images were reconstructed using InVivoAX (InVivo Analytics, Inc.) cloud-based software and aligned to digital mouse atlas. Photon image density was determined using InVivoAX (InVivo Analytics, Inc.) software. The source density is the amount of emitted photons per unit volume and time unit (photons cm^−3^ s^−1^). The relative source density method permits accurate and quantitative comparisons across all image data sets.

### In vivo ROS monitoring

Mice were i.p. injected with PC-luciferin (0.5 μmol in PBS) as previously described in Van Bittner et al.^1^. Following injections, mice were imaged with an IVIS Spectrum for 1 h to capture the peak bioluminescent signal generated by uncaged PC-luciferin. PC-luciferin probe free acid was prepared according to published procedure^1^ starting from 6-hydroxybenzo[*d*]thiazole-2-carbonitrile (ABCR), 2-(4-(bromomethyl)phenyl)-4,4,5,5-tetramethyl-1,3,2-dioxaborolane (TCI), D-cysteine (ABCR). The product was purified by preparative HPLC (RP silica with a gradient over 10 min of 5–100% acetonitrile in water), converted into potassium salt by a reaction with potassium bicarbonate (Sigma Aldrich) in methanol–water 2:1 mixture, and finally lyophilized to give PC-luciferin as a white powder. The change in total photon flux for each condition was calculated by dividing the total photon flux for the experimental condition ROI by the total photon flux for PCL-1 pre-IRI condition ROI to allow a direct comparison between various kidney-specific luciferase reporter animals. Clearance of PCL-1 probe was determined by imaging E2a-Luciferase mice over 3 h with PC-luciferase (0.5 μmol in PBS). ROS activity and PC-Luciferin clearance monitored by response to hydrogen peroxide challenge (24 mM in 100 µl of PBS) before imaging and 2 h after first injection. Hydrogen peroxide challenge was consistent with work described in Van Bittner et al.^1^.

### Real-time PCR analysis

Total RNA was isolated with Trizol (Invitrogen), quantified by NanoDrop Spectrophotometer and the first strand cDNA was synthesized using High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems). Real-time PCR was performed to quantify Ngal/Lcn2 (Mm.PT.58.10167155), Kim1/Havcr1 (Mm.PT.58.31303329), Hmox1 (Mm.PT.58.8600055), IL1a (Mm.PT.58.32778767), IL18 (Mm.PT.58.42776691), Umod (Mm.PT.58.7038212), Clu (Mm.PT.58.11183004), Egf (Mm.PT.58.6246680), Gsta4 (Mm.PT.58.17030386), Hspa1b (Mm.PT.58.31570020.g), Spp1 (Mm.PT.58.43709208), Vegfa (Mm.PT.58.14200306), Hif1a (Mm.PT.58.11211292), Tnf (Mm.PT.58.12575861), Mx1 (Mm.PT.58.12101853.g), IL1b (Mm.PT.58.41616450), IL6 (Mm.PT.58.10005566), C3 (Mm.PT.58.17325540), C1q (Mm.PT.58.7482171), Ifit1 (Mm.PT.58.32674307), and bACT (Mm.PT.39a.22214843.g) mRNA expression in a LightCycler 96 (Roche) qPCR system with PrimeTime® Gene Expression Master Mix (IDT) and probe-based PrimeTime® qPCR Assays (IDT). β-actin was quantified as the housekeeping gene. The 2^ΔΔCT^ method was used to calculated fold amplification of transcripts.

### Measurement of lipid peroxides

The levels of lipid peroxides (LPOs) in each kidney were determined by measuring malondialdehyde (MDA) content using the TBARS (TCA Method) Assay Kit (Cayman Chemical Company) according to manufacturer’s instruction. Briefly, fresh kidney was bisected (other half used for qPCR) and homogenized in RIPA buffer (Alfa Aesar) containing protease inhibitor (cOmplete, Mini, Roche) at a ratio of 25 mg of tissue in 250 µl of RIPA buffer. Half of left and right kidney was processed for each mouse. The tissue was homogenized on ice using glass dounce, centrifuged at 1600 × *g* for 10 min at 4 °C, and the supernatant was used for both the MDA and protein analyses. Absorbance was read at 535 nm and calculated using the derived standard curve. Protein levels were measured using a Qubit Protein Assay Kit (ThermoFisher Scientific) according to manufacturer’s instruction. MDA was normalized in each sample in relation to total protein concentration and data are presented at nmol MDA/mg protein.

### Blood parameters

Heparinized blood was analyzed using the clinical blood analyzer iStat (Abbott). The Crea and the EC8 + cartridges were used for creatinine and Na, K, Glu, pH, PCO_2_, BUN/Urea, Hct, HCO_3_, TCO_2_, BE, AnGap, and Hb, respectively.

### Statistics and reproducibility

Data were presented as mean ± SEM. GraphPad Prism software, version 6.0c (GraphPad Software Inc., San Diego, CA) was used for statistical analyses. Repeated measures one-way ANOVA with Dunnett’s multiple comparisons test was used to compare the luminescence data. One-way ANOVA with Dunnett’s multiple comparisons test or two-way ANOVA with Tukey’s multiple comparisons test was used to compare BUN, creatinine and MDA levels. One-way ANOVA with Dunnett’s multiple comparisons test or two-way ANOVA with Tukey’s multiple comparisons test was used to compare qPCR. *P*-value < 0.05 was considered a statistically significant difference.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of additional supplementary items

Supplementary Data 1

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Reporting Summary

## Data Availability

Sequence data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) with the primary accession code GSE133184. All other data can be obtained from the corresponding author upon request.

# Supplementary material for: Cell-specific image-guided transcriptomics identifies complex injuries caused by ischemic acute kidney injury in mice
**Source:** Commun Biol. 2019 Sep 2;2:326. doi: 10.1038/s42003-019-0571-7
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Figure 1

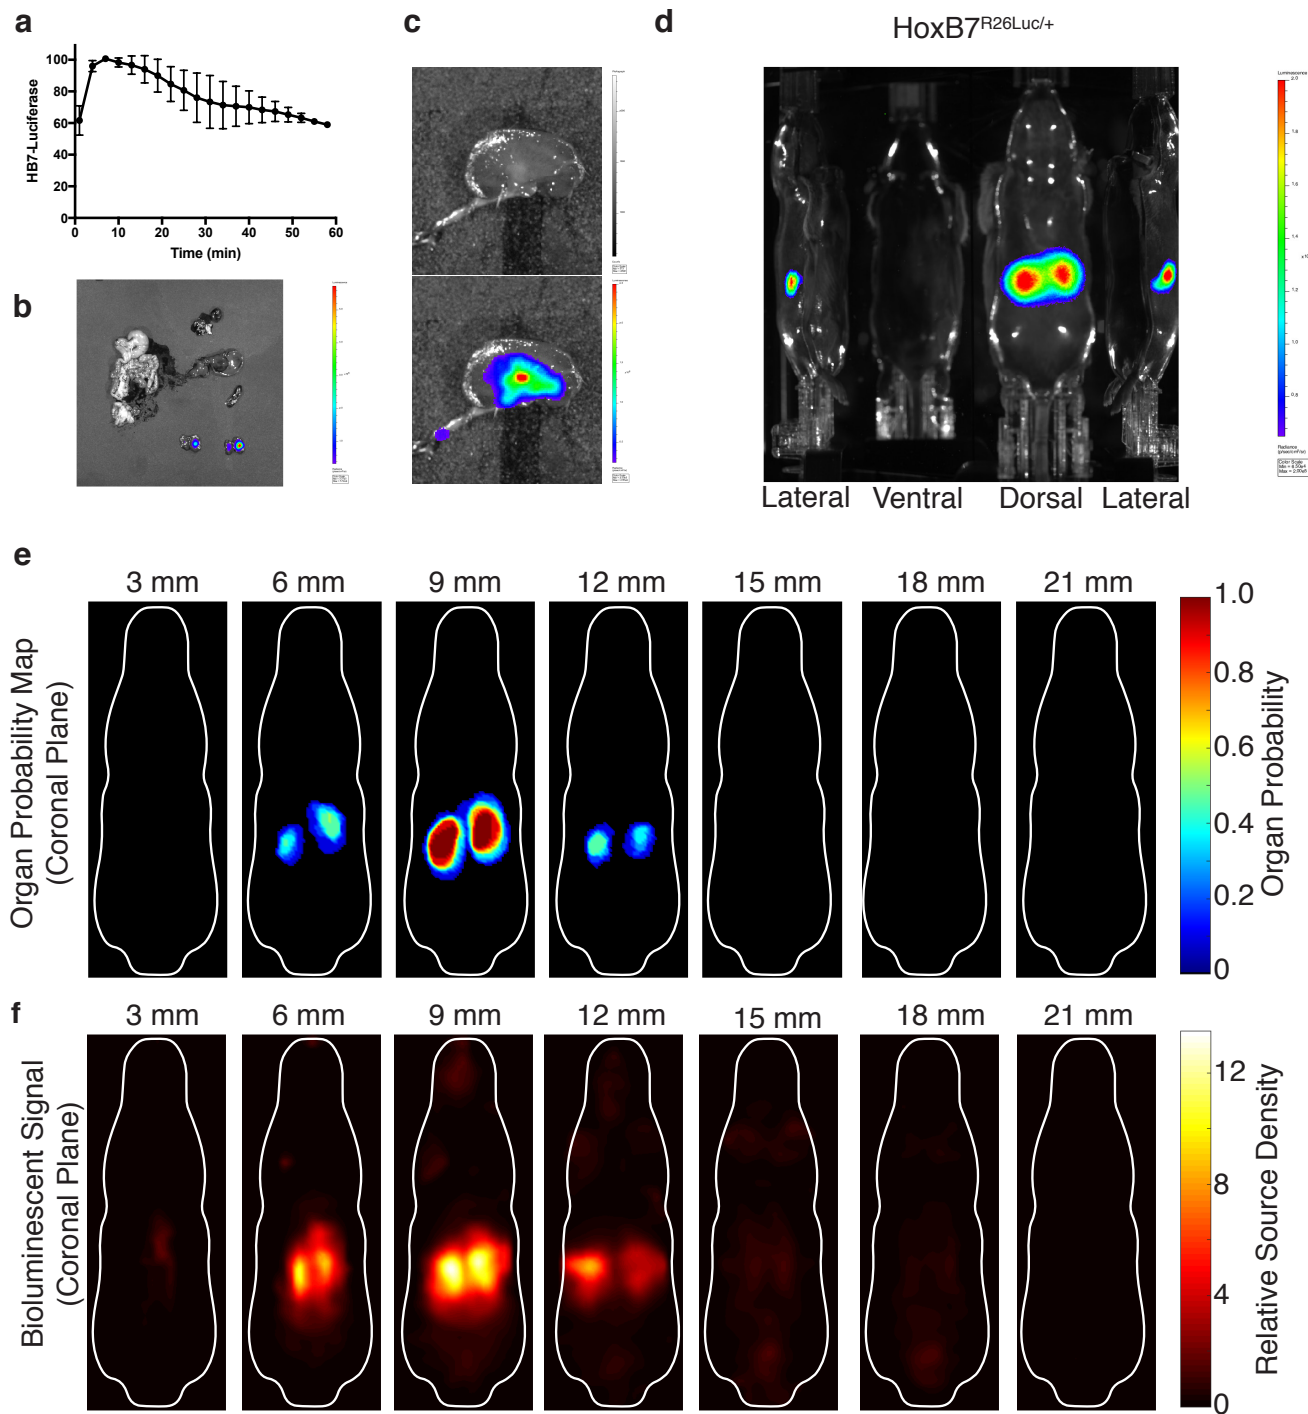

**Supplementary Figure 1. Bioluminescent tomographic reconstruction confirms kidney location of collecting duct (*HoxB7*) luciferase activity.** Nephron-specific luciferase reporter activity was acquired in an optical imaging system. The kidney-specific luminescence derived from D-luciferin (150mg/kg) was validated by bioluminescent tomography aligned to a digital mouse atlas. **a** Whole animal bioluminescent kinetics with D-luciferin acquired every 3 minutes over 60 min. **b** Excised internal organs after D-luciferin injection. **c** Bisected kidney close-up with photograph (top panel) and overlay with bioluminescent image (bottom panel). **d** *HoxB7<sup>R26Luc/+</sup>* image acquired with a four-view mirror gantry, InVivoPLOT (InVivo Analytics, Inc.). Mirror-gantry simultaneously acquires dorsal, ventral and both lateral views. Kidney luminescent signal visible in dorsal and both lateral views. **e** Bioluminescent tomographic reconstruction performed (InVivoPLOT; InVivo Analytics Inc.), **f** aligned with digital mouse atlas (Organ Probability Map; InVivo Analytics Inc.) for the kidney.

## Supplementary Figure 2

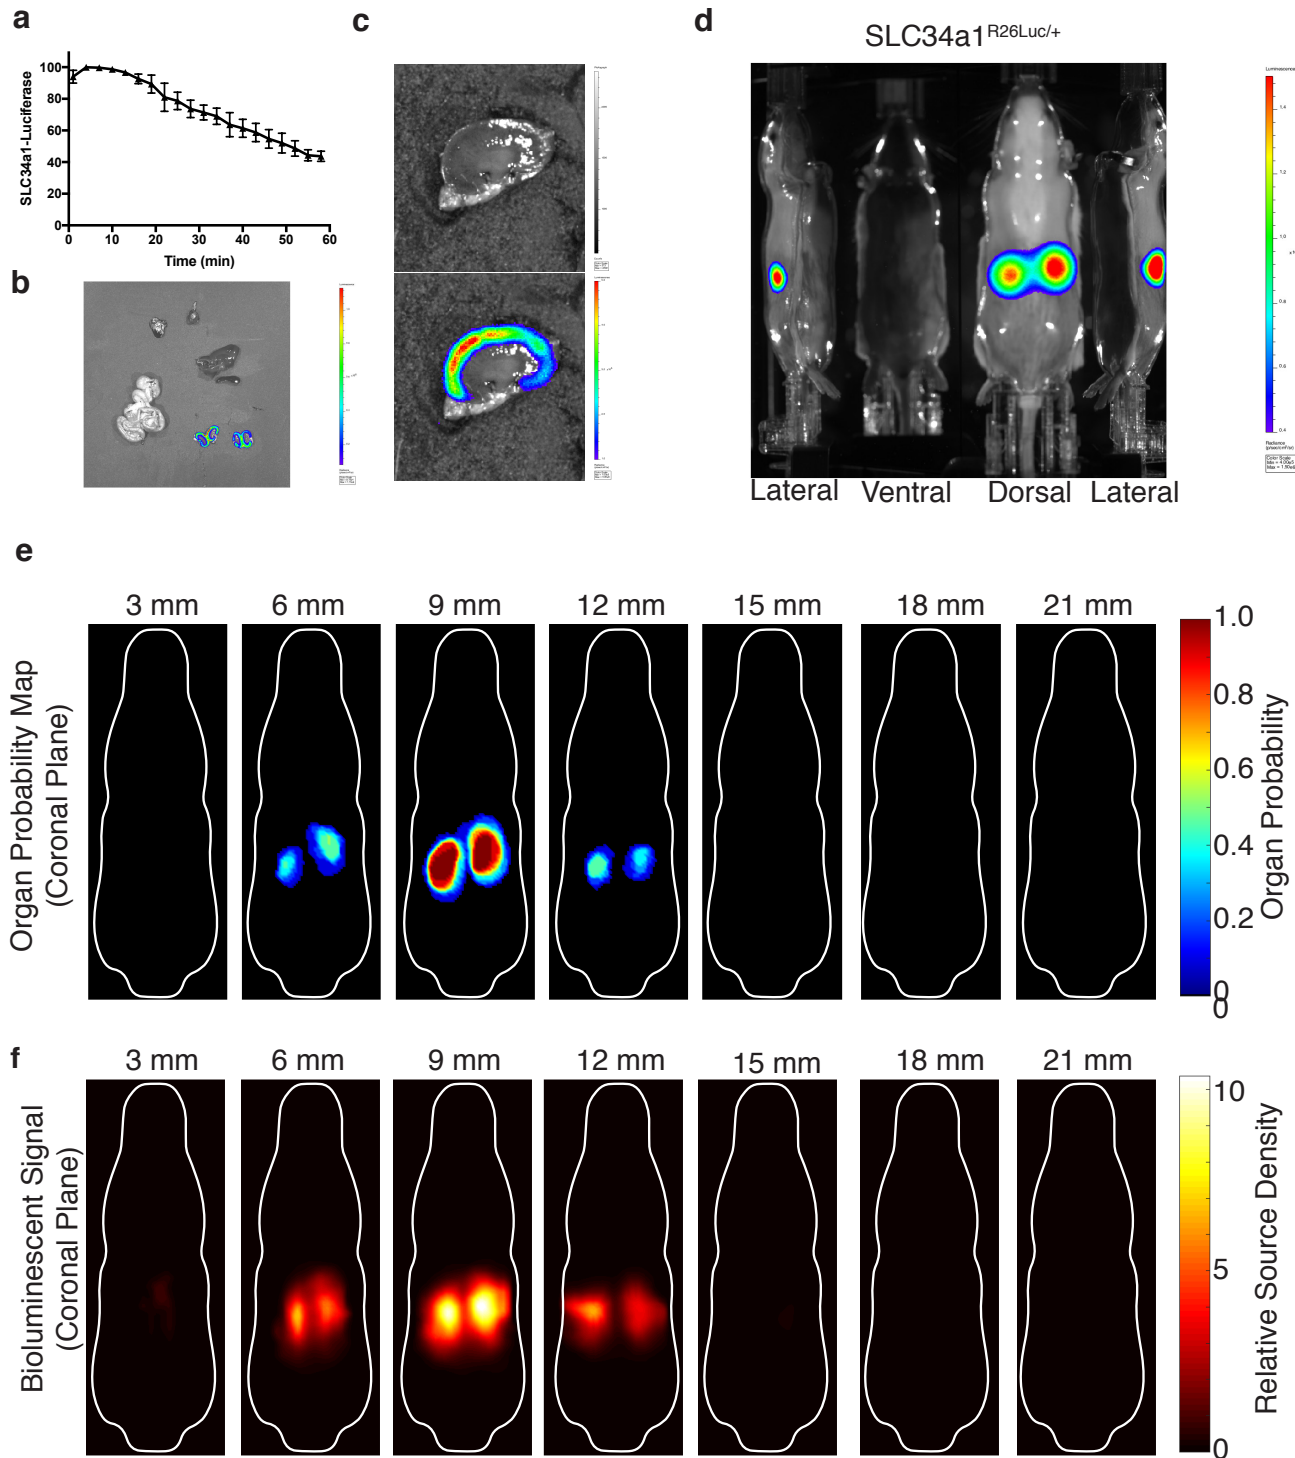

**Supplementary Figure 2. Bioluminescent tomographic reconstruction confirms kidney location of proximal tubule (*Slc34a1*) luciferase activity.** Nephron-specific luciferase reporter activity was acquired in an optical imaging system. The kidney-specific luminescence derived from D-luciferin (150mg/kg) was validated by bioluminescent tomography aligned to a digital mouse atlas. **a** Whole animal bioluminescent kinetics with D-luciferin acquired every 3 minutes over 60 min. **b** Excised internal organs after D-luciferin injection. **c** Bisected kidney close-up with photograph (top panel) and overlay with bioluminescent image (bottom panel). **d** *Slc34a1*<sup>R26Luc/+</sup> image acquired with a four-view mirror gantry, InVivoPLOT (InVivo Analytics, Inc.). Mirror-gantry simultaneously acquires dorsal, ventral and both lateral views. Kidney luminescent signal visible in dorsal and both lateral views. **e** Bioluminescent tomographic reconstruction performed (InVivoPLOT; InVivo Analytics Inc.), **f** aligned with digital mouse atlas (Organ Probability Map; InVivo Analytics Inc.) for the kidney.

## Supplementary Figure 3

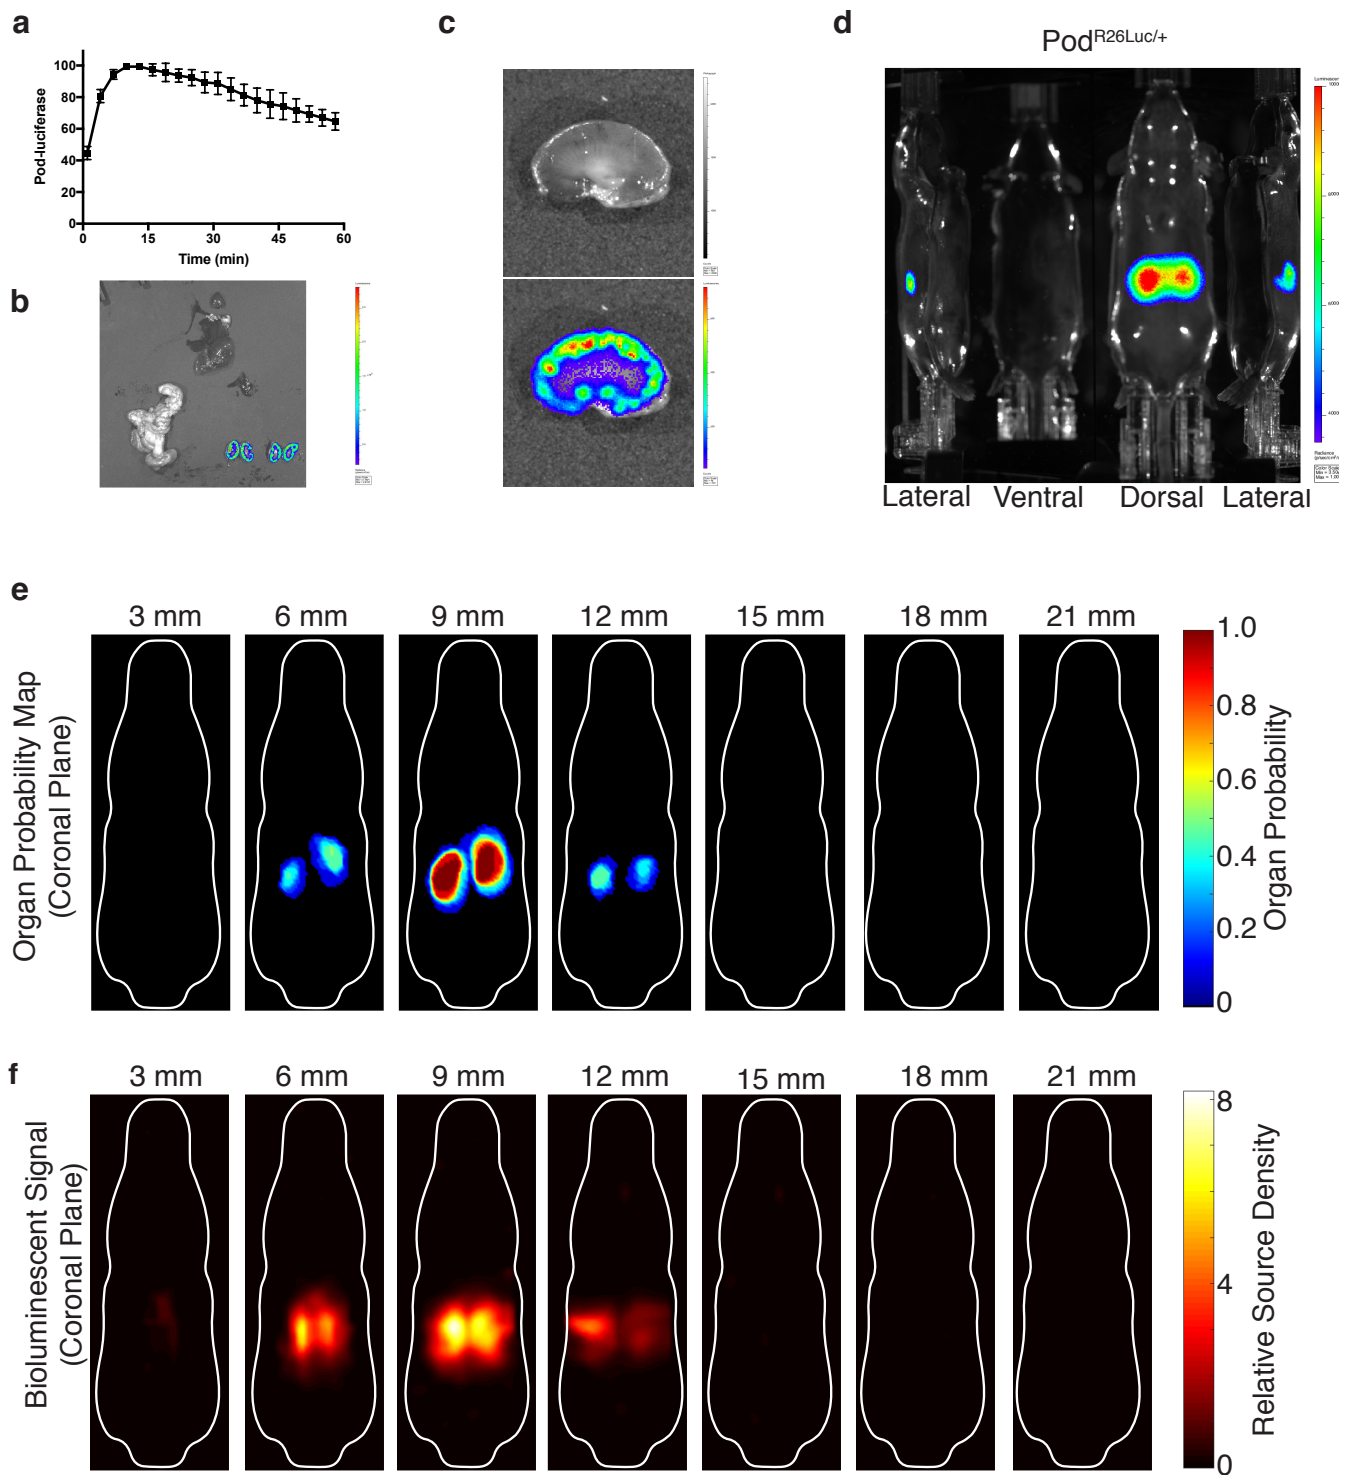

**Supplementary Figure 3. Bioluminescent tomographic reconstruction confirms kidney location of glomerular (*Pod*), luciferase activity.** Nephron-specific luciferase reporter activity was acquired in an optical imaging system. The kidney-specific luminescence derived from D-luciferin (150mg/kg) was validated by bioluminescent tomography aligned to a digital mouse atlas. **a** Whole animal bioluminescent kinetics with D-luciferin acquired every 3 minutes over 60 min. **b** Excised internal organs after D-luciferin injection. **c** Bisected kidney close-up with photograph (top panel) and overlay with bioluminescent image (bottom panel). **d** *Pod<sup>R26Luc/+</sup>* image acquired with a four-view mirror gantry, InVivoPLOT (InVivo Analytics, Inc.). Mirror-gantry simultaneously acquires dorsal, ventral and both lateral views. Kidney luminescent signal visible in dorsal and both lateral views. **e** Bioluminescent tomographic reconstruction performed (InVivoPLOT; InVivo Analytics Inc.), **f** aligned with digital mouse atlas (Organ Probability Map; InVivo Analytics Inc.) for the kidney.

## Supplementary Figure 4

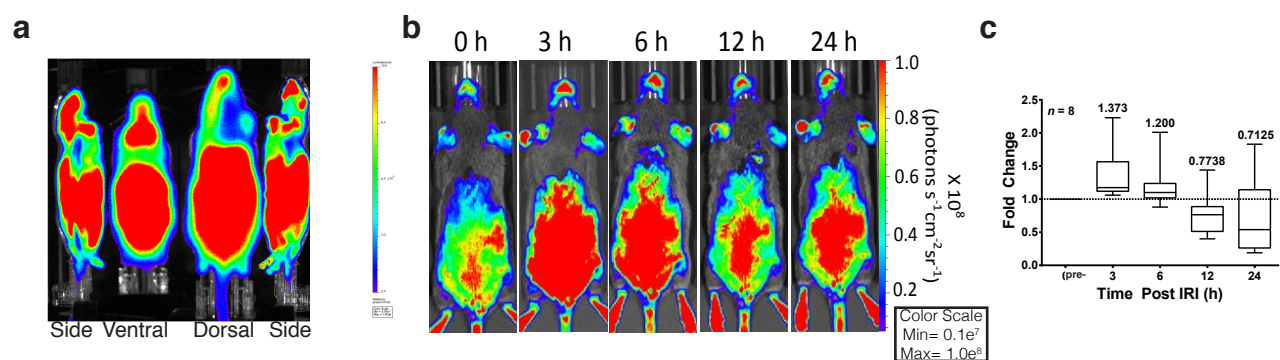

**Supplementary Figure 4. Global luciferase activity time course not effected by IRI. a** Baseline luciferase activity for Ella-luciferase reporter (global) acquired in multiview mirror gantry using D-luciferin substrate. **b** Planar bioluminescent image acquired at pre-AKI, 3, 6, 12 and 24 h after AKI. **c** No significant kidney luminescent fold change observed from kidney ROIs 3, 6, 12, and 24h after AKI compared to pre-AKI.

## Supplementary Figure 5

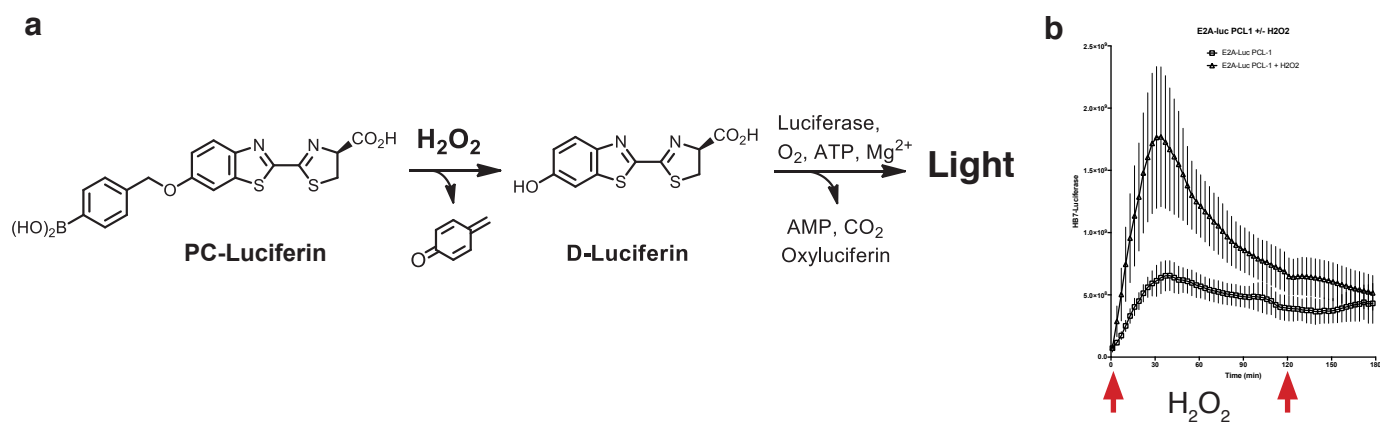

**Supplementary Figure 5. Chemistry and kinetics of Peroxy-Caged Luciferin (PC-Luciferin).** PC-Luciferin design strategy for selective H<sub>2</sub>O<sub>2</sub>-mediated light production. **a** PC-Luciferin is comprised of an H<sub>2</sub>O<sub>2</sub>-sensitive boronic acid attached to the phenolic oxygen of firefly luciferin molecule through a self-immolative benzylic linker. In the presence of endogenous H<sub>2</sub>O<sub>2</sub>, the boronic acid undergoes oxidative hydrolysis, yielding an unstable p-hydroxybenzyl luciferin that rapidly decomposes into D-luciferin. However, addition of H<sub>2</sub>O<sub>2</sub> triggers selective cleavage of the “caged” moiety, leading to the release of free luciferin and production of a two-step oxidative reaction generating a bioluminescent signal proportional to the amount of H<sub>2</sub>O<sub>2</sub>. This PC-Luciferin was formulated as potassium salt to improve the solubility. **b** Additionally, we observed that once uncaged, PC-Luciferin is insensitive to H<sub>2</sub>O<sub>2</sub>. EIIA-Luciferase mice had ROS activity induced with a single i.p. bolus of H<sub>2</sub>O<sub>2</sub> in PBS [24nM] and kinetic images acquired for 3 h with PC-luciferase (closed triangle). After 2 h, a second i.p. bolus of H<sub>2</sub>O<sub>2</sub> was given to reveal remaining uncaged PC-Luciferase. Endogenous ROS activity monitored by EIIA-Luciferase reporter animals without H<sub>2</sub>O<sub>2</sub> (closed square) shows endogenous ROS activity. n = 3 for both conditions. (H<sub>2</sub>O<sub>2</sub> i.p. 24 mM in 100  $\mu$ L of PBS).

Supplementary Figure 6

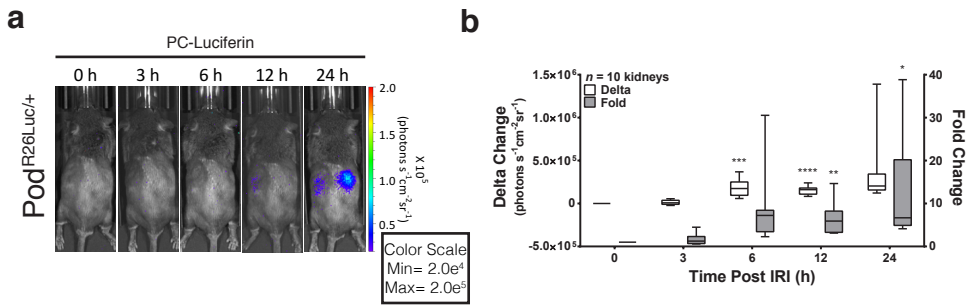

**Supplementary Figure 6. Glomerular specific non-invasive monitoring of H<sub>2</sub>O<sub>2</sub> generation after acute renal injury.** **a** Glomerular compartment, reported by podocin-luciferase (Pod<sup>R26Luc/+</sup>), **b** had significant fold changes at 12 and 24 h after 30 minutes of IRI and significant changes in absolute light emission at 6 and 12 h after injury. *n* = 10 mice for both.

## Supplementary Figure 7

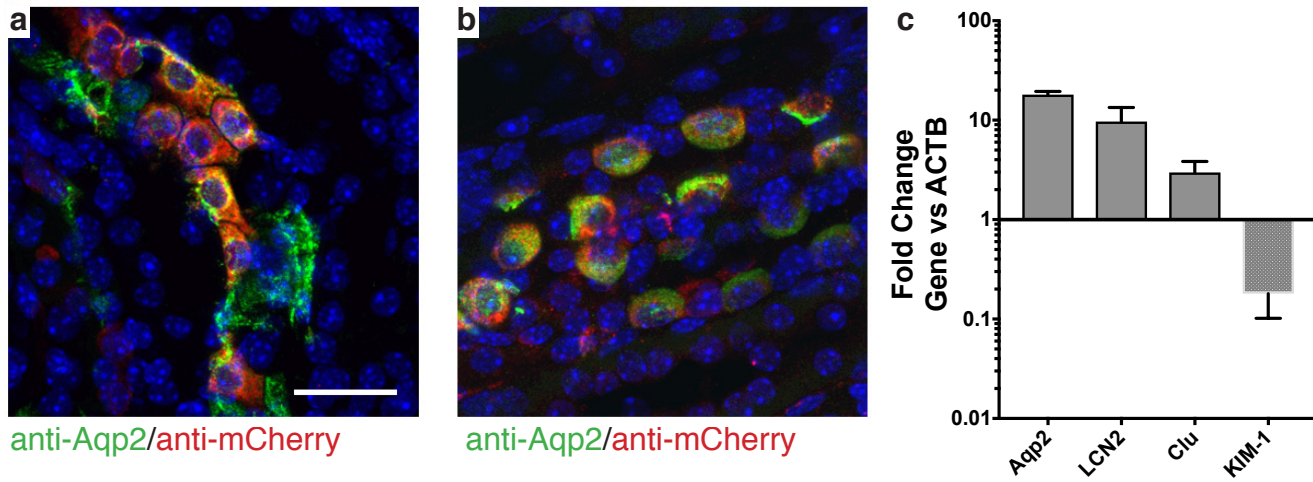

**Supplementary Figure 7. Validation of cell specific mCherry-RiboTRAP animals of the collecting duct.** **a** Kidney specific *HoxB7*-mCherry RiboTRAP kidney sections stained with anti-Aqp2 (green) and anti-mCherry (red). Co-staining confirms presence of mCherry-tagged ribosomes in the principal cell of the collecting duct. Magnification 40x. **b** Kidney specific *HoxB7*-mCherry-RPL kidney sections stained with anti-vATPase and anti-mCherry. Co-staining confirms the presence of mCherry-tagged ribosomes in intercalated cells of the collecting duct. Magnification 40x. **c** qPCR validation of *HoxB7*-mCherryRiboTRAP total kidney RNA versus magnetically immuno-precipitated RiboTRAP RNA. Collecting duct products *Aqp2*, *Lcn2* and *Clu* were enriched while KIM1 was diminished using the RiboTRAP method.

Supplementary Figure 8

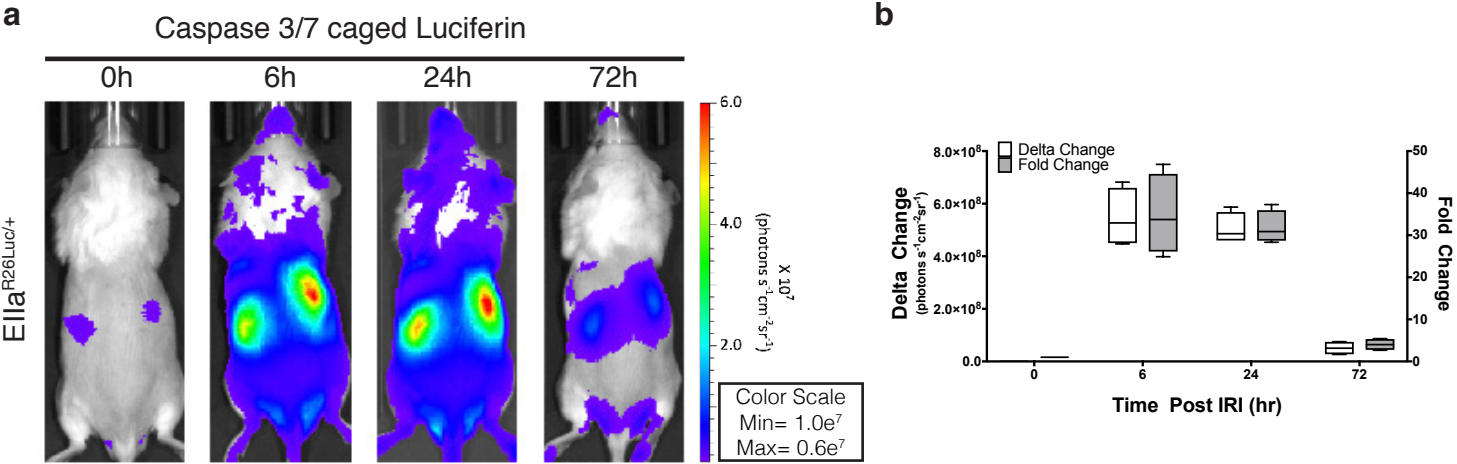

**Supplementary Figure 8. Caspase 3/7 spatial and temporal expression pattern after IRI.** **a** Global luciferase reporter model challenged with 15 min IRI and monitored with caspase 3/7 caged-luciferin revealed robust caspase 3/7 activity in the kidneys 6 h after IRI. **b** Fold and delta change of kidney caspase 3/7 activity. Caspase 3/7 activity was determined by quantifying kidney ROIs over kidney region and readout of caspase 3/7 activity compared to pre-IRI condition. n = 4 kidneys. Key genes of the apoptotic pathway in the collecting duct, Casp 3, 7, and 8 and Fas were found to be upregulated (1.35-fold ( $P < 0.001$ ), 1.09-fold ( $P = 0.5$ ), 1.64-fold ( $P < 0.0001$ )) 9 h after IRI.

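Casp8, the initiator caspase of death receptors, on chromosome 1 from 58795374 to 58847503, was 1.68-fold higher (log2 fold change 0.75, standard error 0.09, edgeR adjusted p = 8.9e-05). Fas, a death receptor on chromosome 19 from 34290666 to 34327772, was 3.43-fold higher (log2 fold change 1.78, standard error 0.24, edgeR adjusted p = 1.3e-04). Every IRI mouse lay above every sham mouse for both genes.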

Supplementary Figure 9

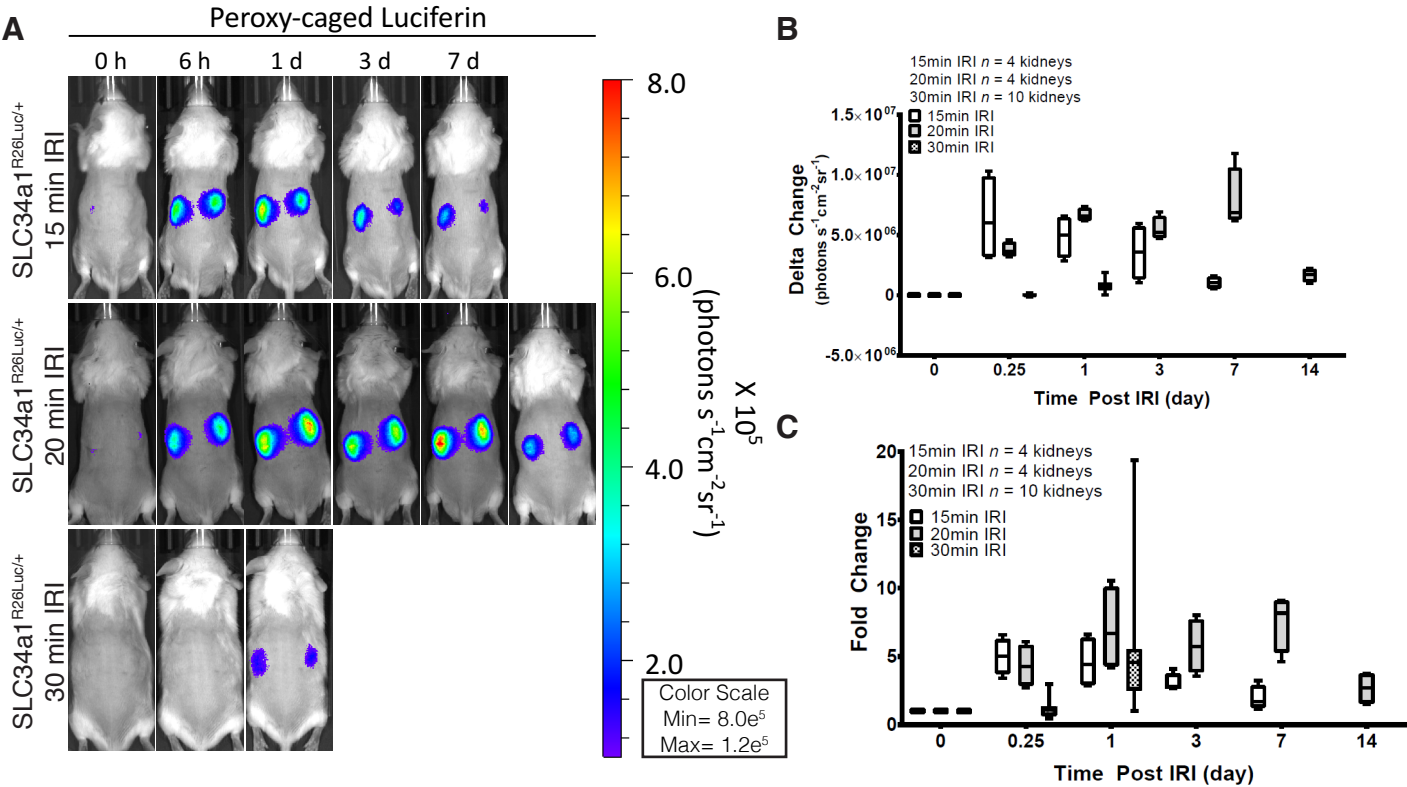

**Supplementary Figure 9. Dose-response and Longitudinal Survival Study of Proximal Tubule H<sub>2</sub>O<sub>2</sub> generation.** **a** Proximal tubule *Slc34a1*-luciferase reporter (*Slc34a1*<sup>R26Luc/+</sup>) was challenged with 15, 20 and 30 min of IRI and monitored for H<sub>2</sub>O<sub>2</sub> generation for 7 and 14 days. Experiments were stopped when H<sub>2</sub>O<sub>2</sub> levels returned to baseline in the 15 and 20 min IRI conditions. **b,c** The highest dose of IRI, 30 min, resulted in lowest expression of the H<sub>2</sub>O<sub>2</sub> reporter in the proximal tubule.

**Supplementary Table 1**

| Cre recombinase   |                                                                      | Segment/Cell-type                | Creator            |
|-------------------|----------------------------------------------------------------------|----------------------------------|--------------------|
| Podocin-Cre       |                                                                      | Glomerulus: Glomerular podocytes | Lawrence B Holzman |
| SLC34a1-CreER(T2) | Proximal tubule: segment S1/S2 (Strong) and S3 (Moderate)            |                                  | Benjamin Humphreys |
| HoxB7-Cre         | Collecting Duct: Principal cells, A/B Intercalated cells and non-A/N |                                  | Andrew McMahon     |
| E2a-Cre           |                                                                      | Global: Germ line                | Heiner Westphal    |

**Supplementary Table 1.** List of Cre-recombinase animal lines, cell-type and creator.

**Supplementary Table 2**

| Characteristic                            | Sham ( <i>n</i> = 5) | 3 h ( <i>n</i> = 4) | 6 h ( <i>n</i> = 4) | 12 h ( <i>n</i> = 4) | 24 h ( <i>n</i> = 3) |
|-------------------------------------------|----------------------|---------------------|---------------------|----------------------|----------------------|
| BUN, mg/dL, median (range)                | 23 (13-35)           | 45.5 (41-51)        | 81 (71-94)          | 140 (>140)           | 140 (>140)           |
| Creatinine, mg/dL, median (range)         | 0.2 (<0.2)           | 0.8 (0.7-0.9)       | 0.95 (0.9-1.1)      | 1.8 (1.5-1.8)        | 2.5 (2.3-2.8)        |
| Sodium, mmol/L, median (range)            | 146.5 (142-150)      | 144 (141-149)       | 138.5 (125-140)     | 140.5 (140-141)      | 138 (137-146)        |
| Potassium, mmol/L, median (range)         | 6.15 (5.3-6.7)       | 7.55 (6.7-8.2)      | 7.4 (5.9-9)         | 8.4 (8.3-8.5)        | 8.7 (8.6-8.7)        |
| Chloride, mmol/L, median (range)          | 116.5 (113-123)      | 113 (113)           | 116 (115-118)       | 117 (114-118)        | 114 (110-120)        |
| TCO <sub>2</sub> , mmol/L, median (range) | 20.5 (20-22)         | 23 (21-24)          | 15.5 (9-18)         | 13.5 (13-14)         | 15 (14-16)           |
| Glucose, mg/dL, median (range)            | 185.5 (124-326)      | 152 (118-212)       | 103.5 (84-150)      | 89.5 (66-100)        | 78 (75-90)           |
| Hematocrit, %PCV, median (range)          | 38.5 (23-49)         | 37 (35-47)          | 36.5 (30-41)        | 32 (31-32)           | 33 (33-34)           |
| pH, median (range)                        | 7.162 (7.151-7.206)  | 7.073 (7.053-7.128) | 7.118 (6.932-7.124) | 6.989 (6.965-7.033)  | 7.058 (7.013-7.059)  |
| PCO <sub>2</sub> , mmHg, median (range)   | 53.2 (46.8-59.1)     | 73.55 (57.7-75.9)   | 43.75 (38.1-51.3)   | 49.9 (44.1-52.5)     | 51.1 (43.8-54.2)     |
| HCO <sub>3</sub> , mmol/L, median (range) | 18.9 (18.3-20.7)     | 21.15 (19.1-21.6)   | 14.25 (8-16.6)      | 11.95 (11.8-12)      | 13.8 (12.4-14.4)     |
| Beecf, mmol/L, median (range)             | -9.5 (-10 to -8)     | -9 (-10 to -8)      | -15 (-24 to -13)    | -19.5 (-20 to -19)   | -17 (-18 to -16)     |
| Anion Gap, mmol/L, median (range)         | 17 (6-21)            | 18 (15-23)          | 15 (14-17)          | 20 (19-23)           | 21 (18-23)           |
| Hemoglobin, g/dL, median (range)          | 13.1 (7.8-16.7)      | 12.55 (11.9-16)     | 12.4 (10.2-13.9)    | 10.9 (10.5-10.9)     | 11.2 (11.2-11.6)     |

**Supplementary Table 2.** Longitudinal blood parameters of IRI animals

**Supplementary Table 3**

| Assay                                | Sham ( <i>n</i> = 8)   | 3 h ( <i>n</i> = 8)   | 6 h ( <i>n</i> = 8)  | 12 h ( <i>n</i> = 8) | 24 h ( <i>n</i> = 8)  |
|--------------------------------------|------------------------|-----------------------|----------------------|----------------------|-----------------------|
| MDA, mM, median (range)              | 13.97 (9.36-18.20)     | 16.84 (9.21-24.45)    | 27.3 (19.5-32.98)    | 17.98 (12.21-23.63)  | 15.08 (11.3-19.63)    |
| Protein, mg/ml, median (range)       | 24.1 (18-30)           | 21.8 (19.7-22.6)      | 24.8 (18.6-27.4)     | 20.2 (18.5-21.4)     | 19.4 (19-20.2)        |
| MDA/Protein, nmol/mg, median (range) | 0.5674 (0.3898-0.6686) | 0.8006 (0.4562-1.082) | 1.077 (0.7736-1.444) | 0.8736 (0.5985-1.17) | 0.7555 (0.5885-1.002) |
| MDA Fold, median (range)             | 1.04 (0.7-1.36)        | 1.26 (0.69-1.82)      | 2.04 (1.45-2.46)     | 1.34 (0.91-1.76)     | 1.12 (0.84-1.46)      |
| MDA/Protein Fold, median (range)     | 1.03 (0.71-1.22)       | 1.46 (0.83-1.97)      | 1.96 (1.41-2.62)     | 1.59 (1.09-2.13)     | 1.38 (1.07-1.82)      |

**Supplementary Table 3.** Kidney Lipid Peroxidation

Supplementary Table 4

| Gene Name                                | Symbol                                                                   | Sham ( <i>n</i> = 8) | 3 h ( <i>n</i> = 8)     | 6 h ( <i>n</i> = 8)     | 12 h ( <i>n</i> = 8)    | 24 h ( <i>n</i> = 8)    |
|------------------------------------------|--------------------------------------------------------------------------|----------------------|-------------------------|-------------------------|-------------------------|-------------------------|
| Lipocalin 2                              | Lcn2; 24p3; MSFI; NGAL                                                   | 1.005 (0.52-2.09)    | 2.405 (1.94-5.01)       | 38.06 (2.25-73.14) *    | 155.6 (117.9-229.4)**** | 45.72 (33.21-55.67)**   |
| Hepatitis A virus cellular receptor 1    | Havcr1; Tim1; KIM-1; TIM-1; Timd1                                        | 1.00 (0.50-2.26)     | 0.52 (0.26-1.20)        | 2.815 (0.30-7.04)       | 7.30 (3.18-11.08)**     | 18.68 (12.77-38.05)**** |
| Heme oxygenase 1                         | Hmox1; HO1; HO-1; Hmox; Hemox; Hsp32                                     | 1.00 (0.65-1.54)     | 0.755 (0.53-1.29)       | 5.195 (1.78-8.66)****   | 2.365 (1.76-3.45)       | 2.85 (2.53-5.37)**      |
| Interleukin 1 alpha                      | Il1a                                                                     | 1.02 (0.25-4.02)     | 8.06 (5.31-15.97)****   | 8.145 (2.54-12.68)****  | 2.34 (0.48-5.02)        | 3.83 (1.97-5.80)        |
| Interleukin 18                           | IL18; Igif                                                               | 0.995 (0.54-1.85)    | 0.755 (0.50-1.52)       | 0.455 (0.36-0.62)***    | 0.435 (0.26-0.61)****   | 0.62 (0.36- 0.90)**     |
| Uromodulin                               | Umod; THP                                                                | 0.975 (0.63-1.58)    | 1.02 (0.82-1.17)        | 0.555 (0.36-0.91)***    | 0.655 (0.35-1.04)**     | 0.265 (0.18-0.56)****   |
| Clusterin                                | Clu; Cli; ApoJ; Sgp2; SP-40; Sgp-2; Sugp-2;                              | 1.005 (0.53-1.90)    | 3.41 (2.15-7.00)        | 2.095 (1.13-5.02)       | 9.40 (3.16-28.25)****   | 2.10 (1.06-3.90)        |
| Epidermal growth factor                  | Egf                                                                      | 1.00 (0.56-2.05)     | 1.55 (1.12-2.24)*       | 0.535 (0.20-0.98)**     | 0.405 (0.16-0.73)***    | 0.015 (0.01-0.07)****   |
| Glutathione S-transferase alpha 4        | Gsta4; GST5.7                                                            | 1.00 (0.65-1.55)     | 2.145 (1.44-3.11)***    | 0.88 (0.45-1.21)        | 2.025 (0.76-3.51)**     | 0.59 (0.20-1.36)        |
| Heat shock protein 1B                    | Hspa1b; Hsp70; hsp68; Hsp70-1; Hsp70.1                                   | 0.93 (0.60-1.68)     | 49.71 (41.50-87.43)**** | 19.27 (15.97-56.20)**** | 7.345 (6.01-15.32)      | 10.81 (3.73-19.49)      |
| Secreted phosphoprotein 1                | Spp1; OP; 2AR; Bsp; Eta; Opn; Ric; BNSP; BSPI; Opnl; Apl-1; ETA-1; Spp-1 | 0.94 (0.74-1.35)     | 2.02 (1.34-2.96)        | 2.07 (0.74-4.35)        | 22.24 (6.86-28.30)****  | 7.375 (2.68-11.93)*     |
| Vascular endothelial growth factor A     | Vegfa; Vpf; Vegf                                                         | 1.035 (0.76-1.31)    | 1.105 (0.65-1.47)       | 0.435 (0.19-0.87)***    | 0.68 (0.32-1.27)        | 0.24 (0.11-0.31)****    |
| Hypoxia Inducible Factor 1 Alpha Subunit | Hif1a                                                                    | 1.125 (0.59-1.57)    | 0.745 (0.59-1.83)       | 1.435 (0.49-2.72)       | 1.28 (0.36-3.22)        | 1.16 (0.45-1.96)        |

**Supplementary Table 4 cont**

| Gene Name                                                           | Symbol                                                            | Sham ( <i>n</i> = 8) | 3 h ( <i>n</i> = 8)     | 6 h ( <i>n</i> = 8)        | 12 h ( <i>n</i> = 8) | 24 h ( <i>n</i> = 8) |
|---------------------------------------------------------------------|-------------------------------------------------------------------|----------------------|-------------------------|----------------------------|----------------------|----------------------|
| Tumor necrosis factor                                               | Tnf; DIF; TNFA;<br>TNFSF2; TNL-<br>G1F; TNF-alpha                 | 1.005 (0.75-1.33)    | 4.06 (1.93-<br>9.09)*** | 1.585 (0.9-2.57)           | 1.87 (0.87-4.72)     | 2.71 (1.14-4.48)     |
| MX dynamin like GT-<br>Pase 1                                       | Mx1; MX; MxA;<br>IFI78; IFI-78K                                   | 0.975 (0.81-1.24)    | 2.095 (0.59-<br>3.33)** | 1.4 (0.35-2.02)            | 0.805 (0.32-1.81)    | 0.155 (0.08-0.23)*   |
| Interleukin 1 beta                                                  | IL1b; IL-1; IL1F2;<br>IL1-BETA                                    | 0.985 (0.88-1.14)    | 5.5 (1.85-14.77)*       | 8.08 (4.84-13.5)**         | 3.095 (1.36-16.14)   | 5.09 (2.71-15.78)*   |
| Interleukin 6                                                       | IL6; CDF; HGF;<br>HSF; BSF2; IL-6;<br>BSF-2; IFNB2;<br>IFN-beta-2 | 1.06 (0.56-1.78)     | 85.07 (41.72-<br>216.4) | 484.6 (145.3-<br>1170)**** | 60.24 (17.39-157)    | 226 (100.7-548.3)*   |
| Complement C3                                                       | C3; ASP; C3a;<br>C3b; AHUS5;<br>ARMD9;<br>CPAMD1; HEL-S-<br>62p   | 0.985 (0.79-1.48)    | 0.645 (0.24-1.57)       | 1.09 (0.42-1.51)           | 1.285 (0.15-3.2)     | 0.335 (0.23-0.55)    |
| Complement C1q A<br>chain                                           | C1q                                                               | 1.025 (0.82-1.22)    | 0.44 (0.18-1.1)*        | 0.595 (0.1-1.49)           | 0.86 (0.19-1.4)      | 0.405 (0.2-0.55)**   |
| Interferon induced pro-<br>tein with tetratricopeptide<br>repeats 1 | Ifit1                                                             | 1.135 (0.58-1.38)    | 1.45 (0.63-6.11)        | 1.33 (1.15-4.72)           | 1.13 (0.36-1.49)     | 0.355 (0.21-0.5)     |

**Supplementary Table 4.** Longitudinal progression of AKI associated injury genes with qPCR. Fold Change, median (range). Two-way ANOVA  $p < 0.05$  \*;  $p < 0.01$  \*\*;  $p < 0.001$  \*\*\*; and  $p < 0.0001$  \*\*\*\*.

Supplementary Table 5

| Gene Name                                | Symbol                                                                   | Sham (N = 4)      | Sham Rx (N = 4)    | IRI (N = 8)            | IRI Rx (N = 10)                       |
|------------------------------------------|--------------------------------------------------------------------------|-------------------|--------------------|------------------------|---------------------------------------|
| Lipocalin 2                              | Lcn2; 24p3; MSFI; NGAL                                                   | 0.96 (0.68-1.61)  | 0.725 (0.39-1.42)  | 28.84 (1.71-55.43)**   | 6.335 (1.15-16.2) <sup>n/s; **</sup>  |
| Hepatitis A virus cellular receptor 1    | Havcr1; Tim1; KIM-1; TIM-1; Timd1                                        | 1.05 (0.48-1.87)  | 0.44 (0.32-0.52)   | 2.95 (0.32-7.39)       | 0.445 (0.18-1.86) <sup>n/s; **</sup>  |
| Heme oxygenase 1                         | Hmox1; HO1; HO-1; Hmox; Hemox; Hsp32                                     | 0.975 (0.87-1.23) | 0.565 (0.38-0.62)  | 5.935 (2.04-9.89)**    | 3.26 (0.44-3.94) <sup>n/s; **</sup>   |
| Interleukin 1 alpha                      | Il1a                                                                     | 1.055 (0.71-1.27) | 0.475 (0.06-0.8)   | 7.44 (2.32-11.59)**    | 4.2 (0.54-7.34) <sup>n/s; *</sup>     |
| Interleukin 18                           | IL18; Igif                                                               | 0.985 (0.58-2.15) | 0.535 (0.47-0.63)* | 0.785 (0.63-1.07)      | 0.3 (0.22-0.55) <sup>n/s; *</sup>     |
| Uromodulin                               | Umod; THP                                                                | 0.94 (0.54-2.33)  | 0.78 (0.53-1.06)   | 0.955 (0.62-1.55)      | 0.555 (0.32-1.65)                     |
| Clusterin                                | Clu; Cli; ApoJ; Sgp2; SP-40; Sgp-2; Sugp-2;                              | 1.115 (0.49-2.04) | 0.685 (0.61-0.86)  | 3.795 (2.04-9.1)*      | 1.6 (0.72-4.47) <sup>n/s; *</sup>     |
| Epidermal growth factor                  | Egf                                                                      | 1.04 (0.82-1.13)  | 0.895 (0.6-1.06)   | 0.585 (0.22-1.07)*     | 0.65 (0.45-1.22)                      |
| Glutathione S-transferase alpha 4        | Gsta4; GST5.7                                                            | 1.01 (0.54-1.98)  | 0.525 (0.4-0.62)   | 1.41 (0.72-1.94)       | 0.67 (0.36-0.96) <sup>n/s; **</sup>   |
| Heat shock protein 1B                    | Hspa1b; Hsp70; hsp68; Hsp70-1; Hsp70.1                                   | 1.015 (0.5-2.53)  | 0.48 (0.16-0.77)   | 37.62 (31.18-109.7)*** | 29.03 (20.43-35.94) <sup>n/s; *</sup> |
| Secreted phosphoprotein 1                | Spp1; OP; 2AR; Bsp; Eta; Opn; Ric; BNSP; BSPI; Opnl; Apl-1; ETA-1; Spp-1 | 1.055 (0.52-2.13) | 0.485 (0.4-0.64)   | 3.715 (1.34-7.83)*     | 1.035 (0.55-3.29) <sup>n/s; **</sup>  |
| Vascular endothelial growth factor A     | Vegfa; Vpf; Vegf                                                         | 1.025 (0.57-1.85) | 0.745 (0.61-0.88)  | 0.685 (0.3-1.36)       | 0.62 (0.29-0.82)                      |
| Hypoxia Inducible Factor 1 Alpha Subunit | Hif1a                                                                    | 0.95 (0.42-3.51)  | 0.385 (0.27-0.93)  | 3.21 (1.08-6.06)       | 0.5 (0.32-0.9) <sup>n/s; ***</sup>    |
| Tumor necrosis factor                    | Tnf; DIF; TNFA; TNFSF2; TNLG1F; TNF-alpha                                | 0.94 (0.58-2.22)  | 0.585 (0.23-1.15)  | 2.65 (1.5-4.29)        | 1.935 (0.88-5.32)                     |
| MX dynamin like GTPase 1                 | Mx1; MX; MxA; IFI78; IFI-78K                                             | 0.91 (0.79-1.54)  | 0.63 (0.38-0.72)   | 1.74 (0.44-2.51)       | 0.94 (0.34-1.62)                      |

**Supplementary Table 5 cont.**

| Gene Name                                                      | Symbol                                                         | Sham (N = 4)      | Sham Rx (N = 4)   | IRI (N = 8)                | IRI Rx (N = 10)       |
|----------------------------------------------------------------|----------------------------------------------------------------|-------------------|-------------------|----------------------------|-----------------------|
| Interleukin 1 beta                                             | IL1b; IL-1; IL1F2;<br>IL1-BETA                                 | 0.99 (0.8-1.27)   | 0.915 (0.81-1.15) | 7.135 (4.28-<br>11.93)**** | 4.2 (1.75-7.76)*; **  |
| Interleukin 6                                                  | IL6; CDF; HGF; HSF;<br>BSF2; IL-6; BSF-2;<br>IFNB2; IFN-beta-2 | 1.075 (0.67-1.43) | 0.94 (0.23-2.42)  | 342.1 (102.5-826)*         | 403.8 (163.7-789.6)** |
| Complement C3                                                  | C3; ASP; C3a; C3b;<br>AHUS5; ARMD9;<br>CPAMD1; HEL-S-62p       | 1.07 (0.71-1.24)  | 0.84 (0.72-0.92)  | 1.16 (0.45-1.61)           | 0.665 (0.4-1.41)      |
| Complement C1q A chain                                         | C1q                                                            | 1.075 (0.6-1.57)  | 1.395 (0.39-2.4)  | 0.875 (0.15-2.2)           | 0.805 (0.38-2)        |
| Interferon induced protein with<br>tetratricopeptide repeats 1 | Ifit1                                                          | 0.975 (0.93-1.13) | 16.45 (0.7-2.14)  | 1.39 (1.2-4.92)            | 1.72 (0.45-7.29)      |

**Supplementary Table 5.** qPCR fold change of AKI associated genes after AKI with and without MitoT pre-treatment. Fold Change, median (range). Two-way ANOVA  $p < 0.05$  \*;  $p < 0.01$  \*\*;  $p < 0.001$  \*\*\*; and  $p < 0.0001$  \*\*\*\*.

# Supplementary material for: Cell-specific image-guided transcriptomics identifies complex injuries caused by ischemic acute kidney injury in mice
**Source:** Commun Biol. 2019 Sep 2;2:326. doi: 10.1038/s42003-019-0571-7
**Supplement:** Supplementary file 2 — Description of additional supplementary items

**Description of Additional Supplementary Files**

**File Name**: **Supplementary Data 1**

**Description**:   All source data underlying the graphs and charts presented in the main figures

**File Name**: **Supplementary Movie 1**

**Description**:   ***HoxB7^R26Luc/+^* maximum image projection (MIP) movie.** Movie shows a MIP of the reconstructed bioluminescence source inside the animal.  A 20 percent-maximum threshold was used for removing background noise.

**File Name**: **Supplementary Movie 2**

**Description**:   ***Slc34a1^R26Luc/+^* maximum image projection (MIP) movie.** Movie shows a MIP of the reconstructed bioluminescence source inside the animal.  A 20 percent-maximum threshold was used for removing background noise.

**File Name**: **Supplementary Movie 3**

**Description**:   ***Pod^R26Luc/+^* maximum image projection (MIP) movie.** Movie shows a MIP of the reconstructed bioluminescence source inside the animal.  A 20 percent-maximum threshold was used for removing background noise.

# Supplementary material for: Cell-specific image-guided transcriptomics identifies complex injuries caused by ischemic acute kidney injury in mice
**Source:** Commun Biol. 2019 Sep 2;2:326. doi: 10.1038/s42003-019-0571-7
**Supplement:** Supplementary file 7 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

LivingImage 4.5 and InVivoAX V1 are commercially available.

Data analysis

LivingImage 4.5, InVivoAX V1, Prism 8, and Excel 16 are commercially available.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Provide your data availability statement here.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences   ☐ Behavioural & social sciences   ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample size was determined by using a significant change in serum creatinine, a classic indicator of kidney injury, because using peroxy-caged luciferin as a non-invasive biomarker for oxidative stress in the kidney had not been done previously. Initial power calculation suggested n=6 for a change in serum creatinine. In vivo studies using the caged luciferin revealed that n=4 could power our work using the longitudinal in vivo model.
Data exclusions	No data excluded
Replication	In vivo imaging experiments were conducted longitudinally and in multiple cohorts. Thus reproducibility is inherently shown with each N as it is tracked overtime.
Randomization	Control organisms were either the same mouse at the pre-treatment time-point
Blinding	Data was interpreted in a blinded fashion with just the unique identifier known during collection and analysis.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	AQP2 (C-17) C-terminus of AQP2 of human origin, Goat (Santa Cruz, sc-9882), and mCherry Hig tagged mCherry purified from E. coli Rabbit, (LSBio, LS-C204826)
Validation	Validated in Paragas et al Nature Medicine 2011.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	ROSA26 L-S-L-Luc/+ [FVB.129S6(B6)-Gt(ROSA)26Sortm1(Luc)Kael/J, 005125] mice were bred with Aqp2-Cre [B6.Cg-Tg(Aqp2-cre)1Dek/J, 006881], Ella-Cre [B6.FVB-Tg(Ella-cre)C5379Lmgd/J, 003724], HoxB7-Cre [Tg(Hoxb7-cre)13Amc/J, 004692], Podocin-cre [B6.Cg-Tg(NPHS2-cre)295Lbh/J, 008205] obtained from Jackson Labs, Lcn2-Luciferase reporter from J.M.B, Slc34a1-CreER(T2) from A.K. and Gt(ROSA)26Sor-mCherry-Rpl10a from EMMA.
Wild animals	Study did not involve wild animals
Field-collected samples	Study did not involve samples collected from the field.
Ethics oversight	All animal studies were approved by and performed according to the guidelines approved by the Institutional Animal Care and Use Committee (IACUC) at University of Washington.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

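RNA bound to tagged ribosomes of HoxB7 lineage cells was sequenced from 4 mice 9 h after 30 min of ischemia and reperfusion injury and from 4 sham mice. The authors prepared libraries with a ribosomal RNA depletion kit, aligned reads to mm10 with TopHat2 2.1.1, made counts per gene symbol with HTSeq and deposited these raw counts, 1 set per mouse, with no normalization. The paper tested them with DESeq2, which the submitters' processing notes also name. The annotation release, counting mode and strand setting are not given in the sources used here. Summary lines that name no gene were kept out of library sizes and tests, and held 43.3% to 52.3% of the counted lines after IRI and 33.3% to 37.7% in sham.

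Of 24421 genes, 19205 had a count in some library. From the deposited counts, edgeR 4.0.16 in R 4.3.3 was used with TMM factors and filterByExpr (minimum count 10, minimum total 15), which left 14606 genes. The quasi-likelihood test compared IRI with sham, with Benjamini-Hochberg adjustment and a threshold of 0.01, after the paper, and of 0.05 for the NDUFA genes. Standard errors came from limma 3.58.1 with voom. DESeq2 1.42.0 was an alternative. Gene totals ran from 13518005 to 27496808 after IRI and from 25210299 to 29285812 in sham, and the biological coefficient of variation was 0.206. The fits were tested on simulated data with the same library sizes but far fewer changed genes than the real data, in which edgeR called 1 of 13981 unchanged genes.

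The genes named in the text are those the paper names for the experiment, the 10 with the largest change in each direction with a mean of at least 5 CPM and no overlap between the groups, and up to 4 members per direction of each of 43 gene lists. Some genes that this rule names entered every test and are not reported here. Other genes are named where a count or a test needs them. The lists came from the paper and textbook knowledge and cover respiratory complexes, metabolism, stress, inflammation, cell death, injury, fibrosis, cell cycle, cilium, development and markers of kidney and blood cell types. Over-representation was tested with a one-sided Fisher's exact test among the tested genes, and camera was run with a preset correlation of 0.01 and with an estimated one. The fry test, which makes no comparison with other genes, was run beside them. Genes of mitochondrial DNA were on 1 list, but none matched a gene symbol in the counts, so they could not be tested. Correspondence analysis was a singular value decomposition of standardized residuals of the counts.

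Of the symbols in the files, 98.3% were matched by symbol or synonym to a GRCm38 annotation, from which positions, exon overlaps, lengths and GC content were taken. Medians of lists were given 95% bootstrap intervals from 10000 resamples over genes, which treat genes as independent. Alternatives were other scalings, other filters (none, or at least 1 CPM in 4 libraries, the stricter one), other tools, a replicate block, the animal number series as a covariate, other thresholds and members, and each library left out in turn. The animal number series is read from names the submitters gave and was used only as a possible batch. All 8 libraries were used.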

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

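The tests of the scaling of the libraries, of RNA from cells rich in mitochondria, of the animal number series, and of whether the other cell types rose alike were chosen after the results were seen. The others were set after the counts of changed genes, the values of genes the paper names and the largest changes had been seen, but before the results of the lists and of the other splits.

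Principal cell markers fell after IRI in 14 of 14 genes. The highest median over 4 scalings was -1.76 on the log2 scale, but these shifted the log2 fold change of the median gene by -0.19 to 0.0120 against TMM, too little to test normalization by. A scaling factor, however, moves all genes of a library alike. It cannot part principal cell markers, at a median of -1.77 (95% interval over genes -2.80 to -1.38), from proximal tubule markers at 1.42 (1.13 to 1.87). These values argue against normalization as the cause of that gap, while the level of each list against no change stays open. A lower share of collecting duct RNA as the whole cause would raise the other cell types alike only if expression within those cells stayed the same. For 3 lists the 95% interval of the median over genes lay below that of the proximal tubule. They were those of the thick ascending limb (-0.77 to 0.25), podocytes (-0.44 to 0.63) and, narrowly, fibroblasts and pericytes (-0.16 to 1.03). Changes within those cells could also hold the lists apart, so this cannot decide the question. The bounds set for a lower share of collecting duct RNA in the pulldown were met neither way. The proximal tubule median was 1.42 (1.13 to 1.87) and 4 of 6 lists had medians above 0. A loss of collecting duct RNA, partial or whole, and lower expression in collecting duct cells therefore cannot be told apart. Proximal tubule markers rose in 20 of 27 genes, with Kap and Lrp2 the most abundant after IRI at 3897 and 2882 CPM (1938 and 3946 in sham), and since sham libraries held all 27 at 1 CPM or more despite the pulldown of tagged ribosomes, whether more of that RNA was carried over or it changed in cells is open.

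Neutrophil genes rose after IRI in 12 of 13 tested genes, while lymphocytes, with 1 of 3 higher and 1 lower, and macrophages and monocytes were not called (1 and 0.157 by Fisher's exact test), the latter being called with DESeq2 (0.00948) and without IRI replicate 1 (7.3e-04), and 1 of the 13 neutrophil genes was in sham at 1 CPM or more. RNA of infiltrating neutrophils carried into the pulldown predicts that lineage genes rise with S100a9, and the neutrophil list without S100a8 and S100a9, the latter picked by the study, had a median log2 fold change of 4.79 (95% interval over genes 3.50 to 5.23), also with Ngp, at 0 in sham, set at its bound of 3 counts. This is consistent with neutrophil RNA among the sequenced RNA, although the pulldown of tagged ribosomes should remove it. The most abundant list genes after IRI, S100a9 and S100a8, reached 36.2 and 17.7 CPM. Expression of the same genes by collecting duct cells was not tested.

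Nuclear complex I subunits, some of which the study reported as lower from these libraries, fell after IRI in 20 of 35 genes. Gene length or GC content bias does not account for it, since 0% of 10000 lists matched on length, GC content and mean expression had a median as low, their 95% range being -0.23 to 0.35 against -0.44. The highest upper end of the 95% interval over 4 scalings was -0.29, but these shifts were again too small to test normalization by. A scaling factor moves the list and its matched lists alike, so the gap between them argues against normalization as its cause. The level of the list against no change stays open. A lower share of RNA from cells rich in mitochondria would lower the TCA cycle and fatty acid oxidation as far, if no other cells added RNA of these genes. Their joint median was -0.0280 (-0.26 to 0.10), narrowly above the complex I interval of -0.57 to -0.31. Fatty acid oxidation alone, at -0.28, lay just above that interval's upper end. Markers of intercalated cells, which the paper calls rich in mitochondria, fell in 16 of 17 genes, but proximal tubule markers rose in 20 of 27. RNA of the TCA cycle and fatty acid oxidation from the proximal tubule could offset a fall, so this test cannot decide. The animal number series as the whole cause is argued against, since with it as a covariate the median was -0.41 (-0.54 to -0.31) against -0.44 without. However, each series holds a group of 1 library, too few for a test within it. With the covariate the list was not called (0.0801 by Fisher's exact test), with 13 genes lower and a median standard error of 0.112 against 0.0980. Without IRI replicate 2 the list was not called either (0.0216).

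The 8 libraries can be split into 4 and 4 in 35 ways. The real split alone gave 7262 changed genes, 3667 of them higher and 3595 lower, with at most 4 changed in any other. That is the lowest share that 35 splits can give (1 of 35), so it argues against chance for this count but cannot exclude it. Each other split mixes IRI and sham libraries within its groups, which leaves few genes to call. The real split gave 12 NDUFA genes and 15 over-represented lists by edgeR's calls, and the others 0 of either, where almost no gene changed, so this is no further test. For camera with a preset correlation, 5 of the splits called as many lists as the real 19, and the highest other called 24, so chance cannot be excluded for that count.

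Among lists outside those the paper discusses, 20 of 20 immediate early genes, 13 of 19 genes of the unfolded protein and integrated stress response, and 10 of 15 genes of necroptosis, pyroptosis and ferroptosis rose.

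A single library stood apart from the other 3 of its group, by the ratio of its gap to the group's range, in 22 of 496 groups, against 24.8 expected by chance at 1 in 20. In sham replicate 3, Hmox1 was at 83.3 CPM against 21.3 to 26.2, Hadhb at 36.0 CPM against 44.9 to 46.4, Atf3 at 13.0 CPM against 5.32 to 5.95, Cfb at 61.2 CPM against 80.8 to 83.6, Itgav at 499.8 CPM against 413.2 to 421.0, Rrm2 at 9.85 CPM against 7.22 to 7.54 and Ift46 at 69.6 CPM against 50.2 to 53.3. In sham replicate 2, Atp5j2 was at 161 CPM against 134 to 136, Ppargc1b at 25.7 CPM against 31.0 to 31.8 and Cd59a at 71.2 CPM against 54.1 to 56.1. In sham replicate 1, Sprr2f was at 1.27 CPM against 0.259 to 0.425, Tfap2b at 115 CPM against 123 to 124 and the summed lymphocyte list at 8.14 CPM against 4.32 to 4.88, and in sham replicate 4 Gpx3 at 1733 CPM against 1474 to 1512. In IRI replicate 2, Ndufa4l2 was at 1.17 CPM against 0.187 to 0.353, Pfkfb4 at 21.26 CPM against 18.21 to 18.25, Cdkn1a at 246 CPM against 212 to 216 and Sox9 at 53.9 CPM against 16.7 to 22.6. In IRI replicate 4, Ndufa6 was at 65.2 CPM against 82.3 to 83.0 and Cd8a at 0.379 CPM against 0.0780 to 0.125, in IRI replicate 1 Vgf at 948 CPM against 347 to 394, and in IRI replicate 3 Pcna at 23.9 CPM against 30.2 to 30.6.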

How the results depend on the processing

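Leaving out IRI replicates 2 and 3 together, and thinning all libraries to the smallest, were chosen after the data were examined. Requiring at least a 2-fold change left 3579 changed genes, 2049 higher and 1530 lower, by construction. Otherwise the count ran from 5582 to 8346 at a threshold of 0.01 (6370 to 7029 with 1 library left out, 8346 with DESeq2, 5587 without IRI replicates 2 and 3) and was 9283 at 0.05. Of the NDUFA genes, 7 passed at a threshold of 0.01, 7 without IRI replicates 2 and 3, and 9 to 12 with 1 library left out. Called lists ran from 12 to 20, and camera with an estimated correlation called 0, with 9 at an unadjusted p under 0.05. Of the named genes, 198 to 216 were called, against 213. The first axis held 72.4% in a principal component analysis of log2 CPM and 76.7% to 80% with 1 library left out. Values that turned sign, without passing the threshold, were those of Umod (-0.0734 with total counts, -0.0728 to 0.22 with 1 library left out), Egf (-0.24 to 0.0896 with 1 left out) and Gsta4 (-0.13 with total counts, -0.0548 with upper quartile factors, -0.0242 with limma-voom, -0.0389 with the replicate block and -0.14 to 0.26 with 1 left out). The cause was not tested. Camera was not run with DESeq2. Replicate numbers are shared between the groups, but libraries with the same number deviated with correlations of -0.54 to -0.0730 and 0 of 8 correlated best with their own number, so the numbers do not pair the mice. With the replicate block 5582 genes changed. Of depth, thinning is the test, and it lowered the count of changed genes from 7262 to 6648. In simulated data with these library sizes and 4 libraries per group, edgeR called 14.9% of 1.5-fold, 56.7% of 2-fold and 93.9% of 4-fold changes. Only 67, 67 and 66 of the 14181 tested simulated genes had these changes, against 7262 changed genes here. The adjusted p of a gene depends on how many others change, so these shares are not the power in the real data.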

Differences from the paper's values

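All alternatives named here were set before the data were examined. Krt20 was 12.2-fold higher after IRI, and the paper's value is 4.9. With the animal number series as a covariate it was 7.19, which differs by less than the replicate SD. Every other alternative, from 10.3 to 14.8, differs.

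The lowest adjusted p of the NDUFA genes was 2.3e-05, and the paper's value is 4.5e-20. All alternatives differ from it, and the nearest was 4.6e-16, with the shrunken fold changes of DESeq2, the paper's tool. The paper's count of 11 NDUFA genes, against 12 here at an adjusted p under 0.05, was reached with Ndufa1 to Ndufa12 and Ndufa4l2 as members and without IRI replicate 3. The paper's fold of 190 for Il6, against 293 here, lies within the replicate SD and was reached most nearly with the animal number series as a covariate, at 191.

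The highest mean raw count of a gene was 197169, for Aqp2 in sham, and the paper's value is 100000, given as a count difference in Fig. 4h. No alternative was run for it.

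In Fig. 4i the paper places the cell cycle among lower processes. Of 32 tested cell cycle genes on the list used here, 5 were higher, 1 was lower and 26 did not pass the test. The paper places apoptosis, development and the response to ROS among the higher modules. The lists used here are not the paper's database terms. Development here means that of the kidney and ureteric bud, with Hoxb7 and Pax2 on the list, and the ROS list holds scavengers only. None of the 3 lists was called, which does not test the paper's modules. For apoptosis 13 genes were higher, 4 were lower and 9 did not pass the test. For kidney and ureteric bud development 9 genes were higher, 9 were lower and 9 did not pass. For ROS scavengers 8 genes were higher, 2 were lower and 11 did not pass. The apoptosis list was called with no filter on low counts (0.00667), with DESeq2 (0.00701) and without IRI replicate 3 (0.00966) by Fisher's exact test. Of other lists that bear on ROS, the NRF2 targets were called with DESeq2's size factors (0.00119), with no filter on low counts (0.00114), with the stricter filter (0.00148), with DESeq2 (9.1e-04), with limma-voom (0.00413), without IRI replicate 2 (0.00211), without sham replicate 2 (0.00403) and without sham replicate 3 (0.00464), and the NADPH oxidases with scaling by total counts (0.00685) and with the stricter filter. The paper places oxidative phosphorylation among lower processes, and of the lists used here complex I was called (3.0e-04 by Fisher's exact test, and in camera adjusted p = 0.667 with an estimated correlation). That call was lost with the animal number series as a covariate (0.0801) and without IRI replicate 2 (0.0216). The complex I list holds Ndufa genes that the study reported as lower from these libraries, so it is not independent evidence. Complex IV was called only with scaling by total counts (0.00685, while with TMM factors camera gave adjusted p = 0.733 with an estimated correlation), and complexes II and III and V were called in no alternative. Each small list was tested alone, so oxidative phosphorylation as a whole was not tested. None of their genes was higher. Of complexes II and III, IV and V, 6 of 13, 5 of 11 and 7 of 15 genes were lower, against 24.6% of all tested genes. A fry test, which makes no comparison with other genes, gave these lists adjusted p = 0.0045, 0.00662 and 0.00492.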

Other observations

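No test given here was chosen after its result was seen. Of the 20 tested genes of the immediate early response, 20 were higher and none was lower (20 and 0 adjusted over the list alone). They were over-represented among higher genes (one-sided Fisher's exact test, adjusted p = 4.0e-11, and in camera adjusted p = 0.145 with an estimated correlation). Klf6 and Myc rose 10.1-fold (log2 fold change 3.33, standard error 0.16, edgeR adjusted p = 1.3e-06) and 9.86-fold (log2 fold change 3.30, standard error 0.17, edgeR adjusted p = 1.6e-06). Fosl1, with 57.2% of its exons overlapping another gene, rose 361-fold, and 656-fold without sham replicate 4. Of the 19 tested genes of the unfolded protein and integrated stress response, 13 were higher and 1 was lower (14 and 1 adjusted over the list alone), with none lower without IRI replicate 1, 2 or 4 or sham replicate 1, 2, 3 or 4. This response was over-represented among higher genes (one-sided Fisher's exact test, adjusted p = 6.1e-04, and in camera adjusted p = 0.203 with an estimated correlation). Atf3 rose 41.2-fold (log2 fold change 5.36, standard error 0.38, edgeR adjusted p = 7.1e-06) and Asns, the asparagine synthetase induced by Atf4, 3.31-fold (log2 fold change 1.73, standard error 0.11, edgeR adjusted p = 2.1e-06). Of the 14 tested genes of the p53 response, 7 were higher and 2 were lower (7 and 2 adjusted over the list alone), with 1 lower without IRI replicate 1, 2 or 4 or sham replicate 1, 2, 3 or 4. The p53 list was not called (one-sided Fisher's exact test, adjusted p = 0.156), with Cdkn1a 11.1-fold higher (log2 fold change 3.47, standard error 0.14, edgeR adjusted p = 6.8e-07) and Gdf15 11.1-fold higher (log2 fold change 3.48, standard error 0.15, edgeR adjusted p = 9.3e-07).

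Of the 15 tested genes of necroptosis, pyroptosis and ferroptosis, 10 were higher and 1 was lower (10 and 1 adjusted over the list alone). Genes of this list were over-represented among higher ones (one-sided Fisher's exact test, adjusted p = 0.00529, and in camera adjusted p = 0.111 with an estimated correlation). Mlkl and Ripk3, the effector and its kinase in necroptosis, rose 7.64-fold (log2 fold change 2.93, standard error 0.17, edgeR adjusted p = 2.5e-06) and 5.29-fold (log2 fold change 2.40, standard error 0.20, edgeR adjusted p = 6.1e-06), while Pycard, the inflammasome adaptor, fell 2.54-fold. The call was lost with scaling by total counts (0.0530), with upper quartile factors (0.0256), with the stricter filter (0.0145), with limma-voom (0.0195) and with the animal number series as a covariate (0.0348), and when any 1 library other than sham replicate 4 was left out (0.0208 to 0.0558 by Fisher's exact test). Of the 14 tested genes of glycolysis, 4 were higher and 2 were lower (4 and 2 adjusted over the list alone). Glycolysis was not called (one-sided Fisher's exact test, adjusted p = 1), with Slc16a3, a lactate exporter, 9.15-fold higher and Pfkm 3.52-fold lower. Of the 75 tested genes for cytoplasmic ribosomal proteins, 16 were higher and none was lower (9 and 0 adjusted over the list alone), with 1 lower without sham replicate 3. That list was not called (one-sided Fisher's exact test, adjusted p = 1), and reads that its genes share with pseudogenes were not measured. Rpl10a, the gene of the tagged protein, was at 11.1 ± 0.914 CPM after IRI and 5.28 ± 1.00 CPM in sham (log2 fold change 1.08, standard error 0.15, edgeR adjusted p = 2.9e-04).

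Of the 10 tested genes of the thick ascending limb, 2 were higher and 2 were lower (2 and 2 adjusted over the list alone), with 1 lower without IRI replicate 3 or 4 or sham replicate 1 or 4. Of the 9 tested genes of the distal convoluted tubule, 2 were higher and 3 were lower (2 and 3 adjusted over the list alone). Of the 9 tested genes of podocytes, 1 was higher and none was lower (1 and 0 adjusted over the list alone), with a median log2 fold change of 0.0490, and -0.0690 with upper quartile factors and -0.14 with total counts. Of the 11 tested genes of fibroblasts and pericytes, 2 were higher and none was lower (0 and 0 adjusted over the list alone), and the count of higher genes was 4 without IRI replicate 1, 0 without IRI replicate 2, 0 without IRI replicate 3, 0 without sham replicate 1, 0 without sham replicate 2 and 0 without sham replicate 3. None of these 4 lists was called (one-sided Fisher's exact test, adjusted p = 1 in each direction). Of the 3 tested genes of lymphocytes, 1 was higher and 1 was lower (1 and 1 adjusted over the list alone), with a median log2 fold change of -0.29 while camera placed the list higher. Of the 2 tested genes of erythroid cells, 2 were higher and none was lower (2 and 0 adjusted over the list alone). Neither blood list was called (one-sided Fisher's exact test, adjusted p = 1 for lymphocytes and 0.221 for erythroid cells).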
